# Comprehensive analysis of the circadian nuclear and cytoplasmic transcriptome in mouse liver

**DOI:** 10.1371/journal.pgen.1009903

**Published:** 2022-08-03

**Authors:** Clémence Hurni, Benjamin D. Weger, Cédric Gobet, Felix Naef

## Abstract

In eukaryotes, RNA is synthesised in the nucleus, spliced, and exported to the cytoplasm where it is translated and finally degraded. Any of these steps could be subject to temporal regulation during the circadian cycle, resulting in daily fluctuations of RNA accumulation and affecting the distribution of transcripts in different subcellular compartments. Our study analysed the nuclear and cytoplasmic, poly(A) and total transcriptomes of mouse livers collected over the course of a day. These data provide a genome-wide temporal inventory of enrichment in subcellular RNA, and revealed specific signatures of splicing, nuclear export and cytoplasmic mRNA stability related to transcript and gene lengths. Combined with a mathematical model describing rhythmic RNA profiles, we could test the rhythmicity of export rates and cytoplasmic degradation rates of approximately 1400 genes. With nuclear export times usually much shorter than cytoplasmic half-lives, we found that nuclear export contributes to the modulation and generation of rhythmic profiles of 10% of the cycling nuclear mRNAs. This study contributes to a better understanding of the dynamic regulation of the transcriptome during the day-night cycle.

## Author summary

**Why was this study done?:**

- The circadian clock coordinates temporal gene expression programs to synchronise cellular and physiological functions with environmental time.
- The circadian clock impinges on many layers of gene regulation, from transcription to mRNA degradation in the cytoplasm.
- Specifically, whether temporal modulation of nuclear export could influence rhythmic mRNA expression was not known.

**What did the researchers do and find?:**

- We sequenced RNA from nuclear and cytoplasmic fractions from mouse livers sampled at different times of the day.
- Using a mathematical model describing temporal accumulation profiles of pre-mRNA, nuclear mRNA and cytoplasmic mRNA, we could estimate the nuclear export rates and cytoplasmic degradation rates of approximately 1400 genes.
- We observed rhythmic patterns in the nucleus that most likely originate from a rhythmic regulation of the nuclear export rate, affecting approximately 10% of the oscillations of the nuclear transcriptome in the liver.

**What do these findings mean?:**

- Our fractionated RNA analysis contributes to a better understanding of the dynamic regulation of the transcriptome during the daily cycle.
- The majority of the RNA transcripts are exported to the cytoplasm in less than 30 minutes, however, some are retained in the nucleus for several hours. Thus, cellular fractionation allows a finer resolution of temporal profiles in the different subcellular compartments, which is otherwise masked at bulk-level.

## Introduction

Every step of the RNA life cycle is tightly regulated to ensure proper cellular function, including transcription, co- and post-transcriptional splicing, nuclear export, and cytoplasmic degradation. Collectively, the balance of production and elimination rates determines the abundance of RNA species (e.g. pre-mRNA, polyadenylated pre-mRNA, mRNA) in a given subcellular compartment (e.g. nucleus, cytoplasm) [1]. Studies based on snapshot images of subcellular RNA distributions, either obtained by single-molecule RNA-FISH (smFISH) [2], or by RNA-seq of fractionated cells, allowed to characterise nuclear and cytoplasmic transcriptomes [3–6], revealing diverse patterns of subcellular localisation for different RNA subclasses. Interestingly, a study in the mouse liver showed that approximately 10% of protein coding transcripts were retained in the nucleus, efficiently buffering cytoplasmic noise associated with stochastic transcription [4].

RNA processing rates, and particularly mRNA degradation rates have been estimated in cells either from transcriptional blockage experiments [7] or a pulse-chase strategy to label nascent transcripts during a short period of time [8]. To estimate life times, RNA levels are typically fitted to exponential functions. Alternatively, mathematical modelling using ordinary differential equations to jointly describe pre-mRNA and mRNA levels can indirectly infer kinetic parameters of RNA processing steps in a label-free and genome-wide manner [9]; however, dynamic datasets reflecting different cellular states are needed to identify the parameters, for instance during cell cycle, cell differentiation [10], or at different circadian time-points [11,12]. Our laboratory previously developed a mathematical model describing the temporal profiles of pre-mRNA and mRNA from total RNA-seq, which uses the periodicity of circadian cycles and the relationship between peak times and relative amplitudes to infer the production and the decay terms; this study allowed the identification of hundreds of post-transcriptionally generated rhythmic mRNA profiles [12].

Among mouse tissues, the liver has the highest number of cycling mRNA [13], and the rhythmic patterns are driven by the endogenous circadian clock as well as by the fasting/feeding cycle [14–16]. The circadian clock is a self-sustained transcription-translation feedback oscillator [17,18]. In mammals, the network consists of the CLOCK/BMAL1 transcription factors dimer which promotes the expression of its own repressors Cryptochromes (CRY1 and CRY2) and Periods (PER1 and PER2), generating cycling negative feedback loops with a period of approximately 24 hours. A second feedback loop is composed of the complex CLOCK/BMAL1 activating the expression of target genes such as *Rev-Erbα*,*β*, which repress the expression of BMAL1. The molecular clock also targets thousands of downstream *clock-controlled genes* to couple circadian cycles and physiological functions [19,20].

In the circadian context, rhythmic transcription often underlies rhythmic gene expression, and has been extensively studied in mouse liver [21–23]. Interestingly, rhythmic transcription does not account for the rhythmic accumulation of all mRNAs, implying regulation at the post-transcriptional level. Indeed, the rates regulating the RNA processing steps often adapt to external inputs such as temperature shifts [24], nutrient levels [4], inflammation [5], or time of the day [11,12]. In principle, every step during the RNA life-cycle could be regulated temporally, contributing to rhythmic gene expression. The extent of which post-transcriptional regulation contributes to circadian gene expression is debated, varying from 15% [21,25] to 70% [22]. Conversely, many rhythmically transcribed genes do not have corresponding cycling mRNA [22] or protein [26], suggesting that the oscillatory amplitudes are damped as rhythm propagates from early to later steps of gene expression [27].

This study aims at understanding the circadian dynamics of RNA regulatory steps in mouse liver. More specifically, we focus on nuclear export and cytoplasmic degradation. We performed RNA-sequencing of polyadenylated and ribo-depleted total RNA purified from nuclear and cytoplasmic fractions of mouse liver samples collected every 4 hours along a full day cycle. This dataset provides a genome-wide and temporal inventory of RNA levels in two subcellular compartments. At the static (non-temporal) level, we found a relationship between the transcript length and the localisation, with long transcripts being enriched in the nucleus. Additionally, gene length influences the proportion of co- and post-transcriptional splicing. By modelling the rhythmic profiles (amplitudes and phases) of nuclear pre-mRNA, nuclear mRNA, and cytoplasmic mRNA, we estimated the export rates and cytoplasmic degradation rates of approximately 1400 genes. We additionally uncovered rhythmic patterns in the nucleus that suggest a rhythmic nuclear export. Moreover, this post-transcriptional regulation step not only contributes to amplifying the amplitude of highly rhythmic genes but also generates *de novo* rhythms, and is predicted to influence the temporal profiles of approximately 10% of the rhythmic nuclear transcriptome.

## Results

### Global characteristics of Poly(A) and Total RNA populations in hepatic nuclear and cytoplasmic fractions

To characterise the circadian kinetics of RNA regulatory processes occurring in different cellular compartments, we isolated RNA from nuclear (Nuc / N) and cytoplasmic (Cyt / C) fractions from mouse livers sampled every 4 hours during two consecutive days (Fig 1A). 

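Livers of 12 wild-type (WT) mice were analysed, 2 at each of 6 times of day 4 h apart (ZT0 to ZT20, where ZT0 is the start of the light phase). Each liver gave 5 libraries, of nuclear total RNA (NT), nuclear polyadenylated RNA (NA), cytoplasmic total RNA (CT), cytoplasmic polyadenylated RNA (CA) and unfractionated total RNA (UT). The authors estimated counts per transcript with kallisto 0.46.0 against a joint reference of pre-mRNA and mRNA of the mouse genome (GRCm38) and summed them per gene, so that a gene has a pre-mRNA value (suffix I, as in NTI) and an mRNA value (suffix E, as in NAE and CAE) in each library. These estimated counts need not be whole and were rounded before count tests. Pre-mRNA and mRNA counts together came to 44.42 to 62.13 M per library in NA (median 55.11 M), 31.8 to 43.95 M in NT (median 39.89), 17.42 to 26.68 M in CA (median 22.965), 7.07 to 15.26 M in CT (median 13.12) and 26.69 to 42.8 M in UT (median 34.315). The paper states 70 M sequenced reads for NA and NT, 25 M for CA and CT and 50 M for UT, which is another measure, and all values here use the counts. Genes with at least 10 counts in 6 of 12 libraries of a comparison of times, or in 12 of 24 libraries of a comparison of compartments, were tested with edgeR's quasi-likelihood test after TMM normalization on the mRNA counts, with Benjamini-Hochberg adjustment. Levels are log2 RPKM with the paper's calibration offsets of -1.34 for NA, -0.15 for NT, 1.2 for CA and 0.7 for CT, so that the level of a nucleus/cytoplasm ratio rests on those offsets.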

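Both cytoplasmic libraries of the liver labelled ZT0, replicate 2 stood apart from the nuclear and unfractionated libraries with the same label. Nr1d1, which encodes the clock repressor REV-ERBα, had a log2 CPM of -0.62 in CAE of replicate 1 and 4.53 in CAE of replicate 2, against 3.19 and 2.68 in NAE and 2.80 and 1.48 in UTE. Cry1, a repressor of the same clock, had values of 4.55 and 2.37 in CAE against 4.91 and 5.74 in NAE. Moxd1, which varied between mice, had 4.69 and 5.00 in CAE but 4.15 and -2.53 in NAE and 5.83 and -1.92 in UTE. These genes were chosen after their values were seen. The difference between replicates, averaged over CTE and CAE, departed by more than 2 log2 units from that in UTE for 141 genes at ZT0, against 86 at ZT4 and 33 to 58 at the later times. The labels were kept, and some counts that include CAE, such as all rhythmic genes in CAE, are also given without this mouse, an alternative that for the kinetic models and the knockout was chosen after seeing the data.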

We sequenced ribosome-depleted total RNA (T) and polyadenylated RNA (A). As a control, we also extracted RNA from unfractionated samples (Unf / U). We quantified the transcript levels using the pseudo-alignment algorithm implemented in Kallisto [28] (S1 Table), by providing as a reference the annotation of transcript sequences (isoform) of both pre-mRNA (intronic and exonic regions, labelled I) and mRNA (exonic regions only, labelled E). Nuclear Total pre-mRNA (NTI), Nuclear Poly(A) mRNA (NAE), and Cytoplasmic Poly(A) mRNA (CAE) were used in our simplified model describing the sequential events occurring along the RNA lifecycle (Fig 1B). This includes the steps of pre-mRNA processing (splicing + polyadenylation), export of nuclear mRNA, and degradation of cytoplasmic mRNA. We reduced the complexity of the RNA-seq quantification performed at the transcript-level by either summing the counts of all the expressed isoforms of a gene, or of all the isoforms belonging to the same biotype (S1 Table, see Methods). The counts estimated by Kallisto were further normalised by the gene length to obtain a quantification akin to reads per kilobase per million (RPKM) (S2 and S3 Tables, see Methods). Finally, we calibrated the nuclear-to-cytoplasmic ratio using a previously published dataset, where RNA-seq counts were scaled based on smFISH quantifications of mRNA copies per cell [4].

**Fig 1:**
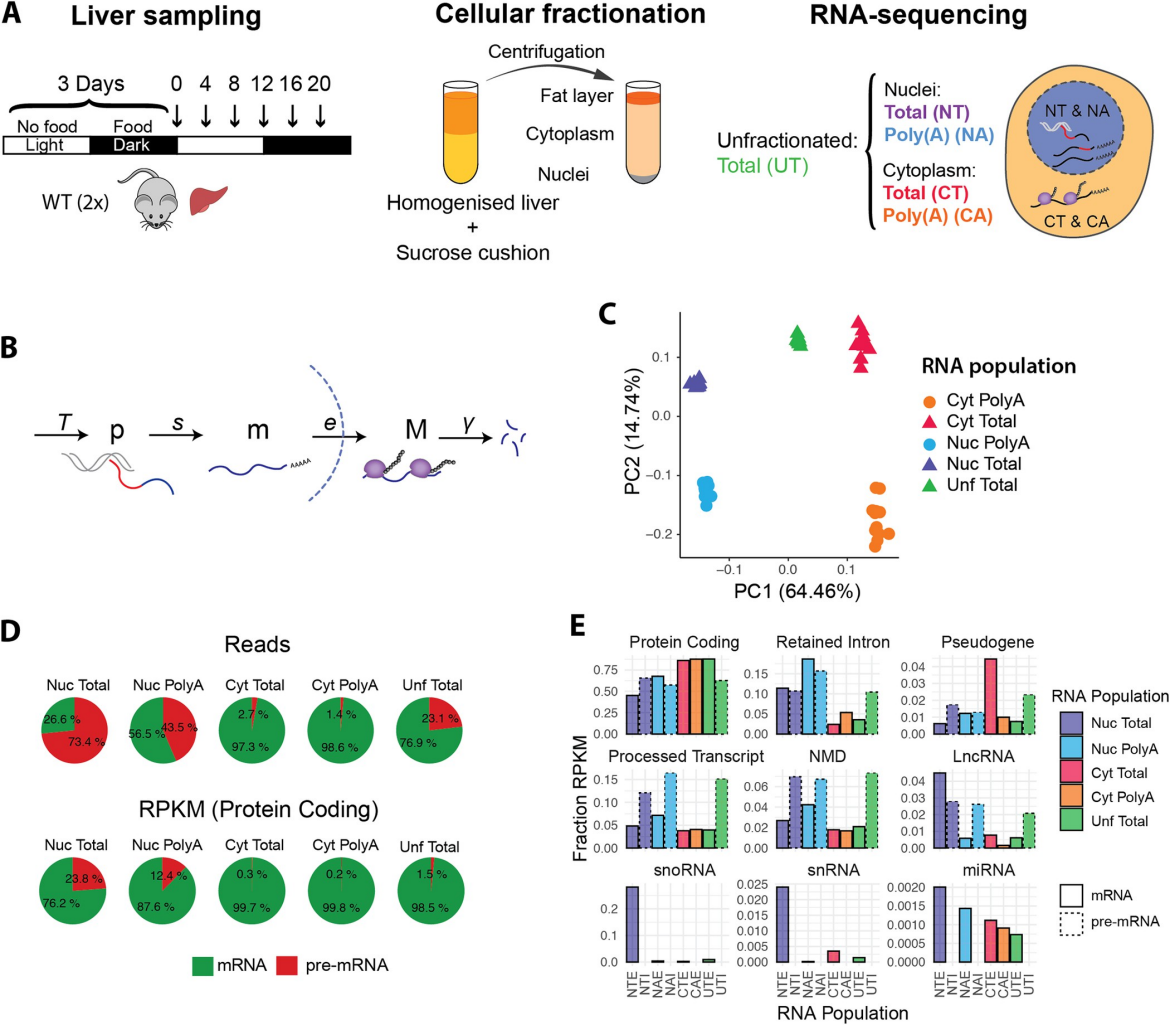
Global characteristics of Poly(A) and Total RNA populations in nuclear and cytoplasmic fractions. **A**: Experimental design: 12 WT mice were kept in a 12:12 light-dark cycle. Food was given only during the dark phase (active phase). The night-restricted feeding regimen started 3 days prior to the sampling. Livers were collected every 4 hours (n = 2), homogenised, and centrifuged in a sucrose cushion as described in [23]. RNA from cytoplasmic and nuclear fraction were extracted. rRNA-depleted Total RNA (T) and Polyadenylated RNA (A) from nuclear and cytoplasmic fractions were sequenced. Total RNA from unfractionated liver tissues was also sequenced as an internal reference set. **B**: Representation of each RNA processing step modelled in this study: starting with the transcription by RNA Polymerase II (at a rate *T*), splicing of the introns (red segment) and addition of a poly(A) tail at the 3’ end (*s*), export to the cytoplasm (*e*), and degradation (*γ*). *p* = pre-mRNA, *m* = nuclear polyadenylated mRNA, *M* = cytoplasmic mRNA. **C**: Principal Component Analysis using mRNA (signal from exonic regions only). PC1 separates nuclear from cytoplasmic samples, and PC2 separates Total from Poly(A) samples. Each datapoint represents one time point. **D**: Percentage of reads mapping on pre-mRNA or mRNA transcripts in each condition (up). Proportion of RPKM (reads normalised by gene length) of protein coding transcripts mapping on pre-mRNA and mRNA (bottom). **E**: Fraction of each biotype in each RNA sample. Solid lines represent mRNA (first bar), dotted lines represent pre-mRNA (second bar). Pre-mRNA from cytoplasmic fractions are not shown.

Principal Component Analysis (PCA) on the mRNA measurements shows that the first two components readily split the types of samples: indeed, subcellular localisation explains most of the variation between samples (64%, Fig 1C). 

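Malat1, a long non-coding RNA of nuclear speckles, Leng8, the collagen gene Col5a3 and Mlxipl, which encodes the glucose-responsive transcription factor ChREBP, had the highest loadings at the nuclear end of PC1. The cytoplasmic end was held by the major urinary protein genes Mup18 and Mup2 and by pseudogenes such as Cox7c-ps1 and Rpl31-ps8, whose reads may be shared with their parent genes. PC1 held 67.3% of the variance of log2 mRNA CPM over the 5 populations, and 94% of the variance along it lay between nuclear, cytoplasmic and unfractionated libraries. The mean score was highest in NT, and it was 87.5 ± 4.9 in NA, -65.6 ± 12.5 in CT and -125 ± 14.7 in CA (SD, n = 12 mice each).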

Unfractionated samples lie between nuclear and cytoplasmic samples on the first principal component (PC1), although closer to cytoplasmic RNA. 

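The 12 unfractionated libraries scored -9.86 ± 3.82 on PC1 (SD, n = 12), from -16.5 to -1.28. All of them lay below every nuclear library, the lowest of which scored 80.6, and above every cytoplasmic library, the highest of which scored -38.5.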

PC2 accounts for 15% of the variability, which is mainly related to differences in the type of RNA (Poly(A) versus Total). In comparison, the temporal variation is significantly smaller (PC4 and PC5, < 1.5% each).

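RNAs without a poly(A) tail led PC2 at its total RNA end: Rmrp, the RNA component of RNase MRP, the small Cajal body RNA Scarna2, the replication-dependent histone genes H4c8 and H4c4, and the small nucleolar RNA Snora73a. At the polyadenylated end stood the ribosomal protein pseudogenes Rpl15-ps3 and Rpl17-ps5, Mup9 and Mir17hg, the host transcript of a microRNA cluster. PC2 held 12% of the variance. Its score was 45.4 ± 1.94 in UT, 25.4 ± 6.8 in CT and 18.2 ± 2.07 in NT, against -36.6 ± 7.31 in CA and -52.4 ± 5.25 in NA (SD, n = 12), and no library of total RNA overlapped a polyadenylated one.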

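Arntl, which encodes the clock activator BMAL1, had the highest loading on PC4, followed by genes outside the core clock such as Acnat2 and Fgl1. Rgs16 had the lowest, followed by the clock output gene Dbp, the repressor gene Ciart, Usp2 and Per3. Of the variance along PC4, 69.3% lay between the 6 times. The ZT4 replicate 1 liver had the highest PC4 score in every population, from 33.74 in UT to 49.07 in CA. ZT4 replicate 2 scored from -4.37 in NA to 7.67 in CT, so part of this axis rests on 1 mouse. PC4 held 2.63% and PC5 2.16% of all variance, and 28.3% of the variance along PC5 lay between times. PC6, with 1.98%, lay to 63.7% between times, with the heat shock genes Hsph1 and Hsp90aa1 at one end and Nr1d1 at the other.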

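Dbp, a clock output gene, had the largest rhythm in NAE and in CAE among genes with an adjusted p under 0.01, at least 5 CPM and peak times within 4 h between the replicates. Its 24 h cosine spanned 7.69 log2 units from trough to peak in NAE, with a peak at ZT9.36 (adjusted p = 0.00319 from edgeR's quasi-likelihood test), and 5.28 log2 units in CAE, with a peak at ZT10 (adjusted p = 0.00468 from the same test). Ciart, a repressor of the clock, spanned 6.96 log2 units in NAE with a peak at ZT11.5 (adjusted p = 0.00032), and Nr1d1 peaked in NTI at ZT7.61 (adjusted p = 0.00189, both by edgeR). Usp2, which encodes a deubiquitinase, Per3 and Nr1d2 were also among the 10 largest rhythms in NAE, and Mfsd2a, a lipid transporter gene, Noct, a clock-controlled phosphatase gene, and Alas1, the first enzyme of haem synthesis, among those in CAE. Of 15 measured core clock genes, 8 were rhythmic in NTI, 10 in NAE and 11 in CAE, and 14 in each when adjusted over the list alone. Of 17 heat shock genes, 1 was rhythmic in NAE and 4 in CAE (5 and 10 when adjusted over the list alone), and of 26 sterol synthesis genes 3 in NAE and 2 in CAE (9 and 8). None of 79 cytosolic ribosomal protein genes, 48 proteasome genes or 75 respiratory chain genes was rhythmic in NAE or CAE, with or without adjustment over the list alone. In all, 63 of 11189 genes were rhythmic in NTI, 271 of 11863 in NAE and 329 of 11307 in CAE. With DESeq2 in place of edgeR they were 458, 941 and 963, with TMM factors from pre-mRNA 140 in NTI, and at an adjusted p under 0.01 by edgeR 3, 71 and 63. The largest share of NAE peaks fell between ZT20 and ZT24, and the largest share of CAE peaks, 85 of 329, between ZT12 and ZT16. With 2 mice per time these counts rest on single mice. Without ZT0 replicate 1 or 2 the count in NTI was 20 or 39, without either ZT8 mouse 12, without ZT12 replicate 1 it was 19, without ZT16 replicate 2 it was 39 and without ZT20 replicate 1 it was 23. In NAE it was 124 without ZT0 replicate 1, 148 and 126 without ZT8 replicates 1 and 2, and 160 without ZT12 replicate 2, and it was lowest without ZT12 replicate 1. In CAE it was 268 without the ZT0 replicate 2 mouse, 520 without ZT4 replicate 1, and for replicates 1 and 2 it was 143 and 122 without ZT8, 125 and 100 without ZT12, 98 and 129 without ZT16, and 154 and 213 without ZT20. With the replicate number as a block the counts were 24 in NTI and 216 in CAE.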

The Nuclear Total RNA population (NT) includes all the transcripts found in the nucleus, from nascent transcripts to fully transcribed polyadenylated mature RNAs. As expected, the proportion of intron versus exon reads was the highest in the NT sample, and lowest in the cytoplasmic fraction (Fig 1D). 

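Of all counts in a library, 25.2% ± 1.04 mapped to pre-mRNA in the unfractionated livers (SD, n = 12 mice). Every nuclear total library lay above every nuclear polyadenylated library, with 72% as the lowest share in NT and 47.3% as the highest in NA. Every cytoplasmic library lay below every unfractionated one, with 7.95% as the highest share in CT, in the ZT4 replicate 1 library, and 22.8% as the lowest in UT. Egfr, the epidermal growth factor receptor gene, had 3653 CPM on its pre-mRNA in NT and 264 in NA.

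**Figure D1:**
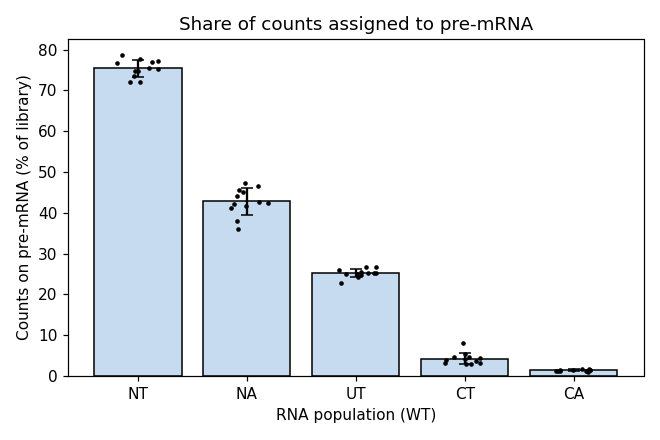
Percent of counts on pre-mRNA per library, by RNA population (NT, NA, CT, CA and UT) in WT livers. Each point is 1 library, the bar is the mean of 12 mice and the error bar the SD; NT libraries lie highest and CA libraries lowest.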

In terms of reads (reflecting the mass of the corresponding RNA), approximately 75% of the reads align to pre-mRNA sequences. These proportions are similar to what has been previously described in mouse liver for nuclear total RNA [29]. 

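The pre-mRNA share of the NT libraries was 75.5% ± 2.13 (SD, n = 12 mice) and ranged up to 78.7%. After division by transcript length, which weights molecules and not mass, 23.7% ± 2.06 of the RPKM of protein coding transcripts in NT lay on pre-mRNA (SD, n = 12).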

Nuclear Poly(A) RNA population (NA) represents the population of fully-transcribed and polyadenylated transcripts. 

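In the nuclear polyadenylated libraries 42.8% ± 3.33 of the counts mapped to pre-mRNA (SD, n = 12 mice), with a lowest library of 36%. Rsrp1, an arginine- and serine-rich protein gene, was among the genes with the most polyadenylated pre-mRNA relative to total pre-mRNA: it had 1190 NAI CPM and a log2(NTI/NAI) of -3.83 ± 0.44 (SD, n = 12).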

Interestingly, 45% of these reads map on pre-mRNA (Fig 1D). 

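Of the RPKM of protein coding transcripts in NA, 12.4% ± 1.52 lay on pre-mRNA (SD, n = 12 mice), from 9.4% to 14.5% per library. In unfractionated total RNA the same share was 1.52% ± 0.0899, so the lowest NA library lay above the highest UT library (1.68%).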

When reads are normalised by the gene length (RPKM), this showed that about 1 in 8 polyadenylated transcripts in the nucleus were still not fully spliced. Note that in Fig 1D, we only reported fractions of protein coding transcripts to avoid biases associated with the different compositions of RNA biotypes in different fractions (Fig 1E). Indeed, even if most of the detected RNA are protein coding transcripts, making up to 85% of mRNA molecules in the cytoplasm and in the whole cell, nuclear RNA populations are more diverse. 

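Protein coding transcripts made up 88.1% ± 1.88 of the mRNA RPKM in CA, 85.6% ± 3.4 in CT and 87% ± 0.952 in UT (SD, n = 12 mice each). In the nucleus they made up 67.6% ± 1.39 in NA and 44.7% ± 3.37 in NT. Pseudogene transcripts, whose reads may be shared with their parent genes, varied most between CT libraries, at 4.21% ± 3.23.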

The nucleus is particularly enriched for functional non-coding RNAs such as snoRNA, and for isoforms with a retained intron (10 to 20% of the nuclear RNA fraction). 

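Small nucleolar RNAs, which guide modification of ribosomal RNA, made up 27.5% ± 5.16 of the mRNA RPKM in NT (SD, n = 12 mice), 0.486% ± 0.0971 in NA and 0.334% ± 0.186 in CT. These short RNAs weigh heavily after division by length: they held 0.906% ± 0.272 of the NT mRNA counts. Transcripts annotated with a retained intron made up 18.4% ± 1.21 in NA and 11.7% ± 1.45 in NT, against 4.28% ± 1.49 in CA and 2.6% ± 0.283 in CT. Long non-coding RNAs, among them Malat1, held 4.6% ± 0.403 in NT and 0.242% ± 0.0588 in CA.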

Finally, as expected, pre-mRNA represents less than 3% of the cytoplasmic RNA fraction.

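Pre-mRNA held 4.22% ± 1.43 of the counts in CT (SD, n = 12 mice) and 1.35% ± 0.224 in CA, where the highest library had 1.69%. By RPKM of protein coding transcripts the shares were 0.258% ± 0.0651 in CT and 0.177% ± 0.0219 in CA. From the shares of introns and biotypes in the fractions, the paper concludes that the fractionation of the liver cells performed as intended.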

In light of our results, we conclude that our method of fractionating liver cells performed as expected, and that our analysis of RNA distribution in the nucleus and cytoplasm supports previous findings [3–6,30].

### Static relationships between levels of successive RNA species and dependencies on cytoplasmic RNA stability, nuclear export and splicing rates

Before analysing temporal aspects of these datasets, we first studied the relationships between the temporal averages of the various RNA species, in particular properties related to cytoplasmic RNA stability, nuclear export, and splicing.

First, we compared nuclear (NAE) and cytoplasmic (CAE) polyadenylated mRNAs. 

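Malat1 was the gene most enriched in the nucleus among those with at least 10 CPM: it lies on chromosome 19 of GRCm38 from 5795690 to 5802672 and had 2790 ± 979 normalized CPM in NAE and 15.3 ± 5.57 in CAE (SD, n = 12 mice), a log2 fold change of 7.50 (standard error 0.27, adjusted p = 1.83e-19 from edgeR's quasi-likelihood test). Among those that followed were Leng8 (6.84), Mir17hg (5.95), Snhg11, a snoRNA host gene (5.70), and Col5a3 (5.69), each higher in the nucleus in 12 of 12 mice. At the other end stood the ribosomal protein genes Rpl35 (-5.77), Rplp1 (-5.71) and Rpl36 (-5.62), the respiratory chain gene Uqcr11 (-5.61) and the major urinary protein genes Mup18 (-5.93) and Mup13 (-5.67), each lower in the nucleus in 12 of 12 mice. Lower still were Cox7c-ps1, Gpx4-ps2 and Scp2-ps2, pseudogenes whose reads may be shared with their parent genes, like those of the Mup family. Of 11775 genes tested, 1897 were higher in the nucleus and 1575 higher in the cytoplasm at an absolute log2 fold change above 2 and an adjusted p under 0.01, the thresholds of the paper. With library size in place of TMM the split was 2560 to 1131, since this scaling moved the median of all genes from 0.16 to 0.54. These log2 fold changes are on the TMM scale and differ from log2(NAE/CAE) by the calibration offsets.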

As noted in a previous study [4], in the simplest scenario where there is no degradation in the nucleus, the steady-state ratio of NAE over CAE reflects the ratio of two parameters: the nuclear export rate and the cytoplasmic degradation rate (Fig 1B). A fast export from the nucleus to the cytoplasm would deplete the amount of RNA in the nucleus, and a long cytoplasmic half-life in the cytoplasm would lead to an accumulation of mRNA in the cytoplasm. On the contrary, RNAs with a long export time (or long nuclear retention) and short half-life in the cytoplasm would increase the nuclear to cytoplasmic ratio, resulting in an apparent nuclear accumulation.

Across all genes, the expression levels of NAE span 8.8 log_2_ RPKM (10^2.6^ fold). 

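Mup22 had the highest NAE level, 11.15 log2 RPKM averaged over 12 mice, followed by Mup7 and Alb at 10.91 and 10.53. The lowest gene, Zbtb9, stood at -9.52, a level set by the 0.5 counts added before the log2, since it had 0 CPM. The span from the lowest to the highest of 11747 genes was therefore 20.68 log2 units. Without the outer 0.5% of genes at each end it was 11.85 log2 units, and the SD over genes was 2.15.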

CAE has a wider distribution of expression level of 12.5 log_2_ RPKM (about 10^4^ fold, Fig 2A). 

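In CAE the highest level, that of Mup22, was 17.87 log2 RPKM and the lowest -7.14, a span of 25.01 log2 units over 11747 genes. Without the outer 0.5% of genes at each end it was 15.79, and the SD over genes was 2.93.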

The most abundant transcripts code for secreted proteins such as Murine Urinary Proteins, Albumin, and Apolipoproteins, and are enriched in the cytoplasm. 

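Among the 10 most abundant CAE transcripts were 7 Mup genes, which encode urinary pheromone carriers secreted by the liver, with Mup20 at 16.35 log2 RPKM. Reads of the Mup family may be split between near-identical copies. The apolipoprotein gene Apoc1 (15.14), the fatty acid binding protein gene Fabp1 (15.10) and Alb, the albumin gene (15.04), completed them. The log2(NAE/CAE) was -6.64 ± 0.54 for Mup20, -4.51 ± 0.39 for Alb and, for the less abundant apolipoprotein gene Apoa1, -4.16 ± 0.55 (SD, n = 12 mice). Members of gene lists count as higher or lower at an adjusted p under 0.01 from edgeR's quasi-likelihood test at any fold change, unlike the counts over all genes. Of 50 measured genes of secreted plasma proteins, 46 were higher in the cytoplasm and none was higher in the nucleus, with the same counts when adjusted over the list alone, and their median log2 fold change was -2.45 on the TMM scale. As a set they were lower in the nucleus than other genes (camera, adjusted p = 2.55e-08 at the preset correlation, adjusted p = 0.129 with an estimated correlation).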

The NAE/CAE ratio varies by a factor of almost 2500, with a median log_2_(NAE/CAE) around -2.3, indicating that RNA transcript counts are more abundant in the cytoplasm than in the nucleus. 

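The median log2(NAE/CAE) over 11747 genes was -1.99. Of these genes 1765, or 15%, had a ratio above 0, and the 5th and 95th percentiles were -5.42 and 1.29. The ratio spanned 19.29 log2 units from the lowest to the highest gene and 10.45 without the outer 0.5% of genes at each end, with an SD over genes of 2.02. The whole scale shifts with the calibration of the offsets.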

The nuclear-enriched RNA population includes the long non-coding RNAs *Malat1* and *Neat1*, which form the backbones of nuclear speckles and nuclear paraspeckles [31,32]. Moreover, a fraction of transcripts are also found enriched in the nucleus, consistently with a previous study [4] showing that in the mouse liver, protein coding genes such as *Nlrp6* (here log_2_-ratio = 1.6), and glucose metabolism-related genes *Mlxipl* (log_2_(NAE/CAE) = 3.4), and *Gcgr* (log_2_(NAE/CAE) = -0.1) were indeed enriched in the nucleus.

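The log2(NAE/CAE) of Malat1 was 5.33 ± 0.76 (SD, n = 12 mice). Neat1, on chromosome 19 of GRCm38 from 5824708 to 5845478, had 2.35 ± 1.91 (SD, n = 12), and by edgeR's quasi-likelihood test a log2 fold change of 4.21 (standard error 0.52, adjusted p = 2.88e-08), in the same direction in 12 of 12 mice. Of 16 measured nuclear long non-coding RNAs, 13 were higher in the nucleus and 1, Dleu2 (-2), was higher in the cytoplasm (14 and 1 when adjusted over the list alone). Their median log2 fold change was 3.47 (camera, adjusted p = 8.45e-05 at the preset correlation, adjusted p = 0.119 with an estimated correlation).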

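Mlxipl, which encodes ChREBP, lies on chromosome 5 of GRCm38 from 135089890 to 135138382 and had a log2(NAE/CAE) of 3.46 ± 0.26 (SD, n = 12 mice). Nlrp6, an inflammasome sensor gene on chromosome 7 from 140920902 to 140929192, had 1.59 ± 0.31, and Gcgr, the glucagon receptor gene on chromosome 11 from 120530699 to 120538986, had 0.57 ± 0.27. The 3 genes were higher in the nucleus in 12 of 12 mice by normalized counts: by edgeR's quasi-likelihood test the log2 fold change was 5.28 for Mlxipl (adjusted p = 3.43e-20), 3.73 for Nlrp6 (adjusted p = 7.08e-20) and 2.78 for Gcgr (adjusted p = 1.75e-17). Gckr, a gene of glucose metabolism, stood close to Nlrp6 at 4.06 (adjusted p = 1.57e-18).

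**Figure D2:**
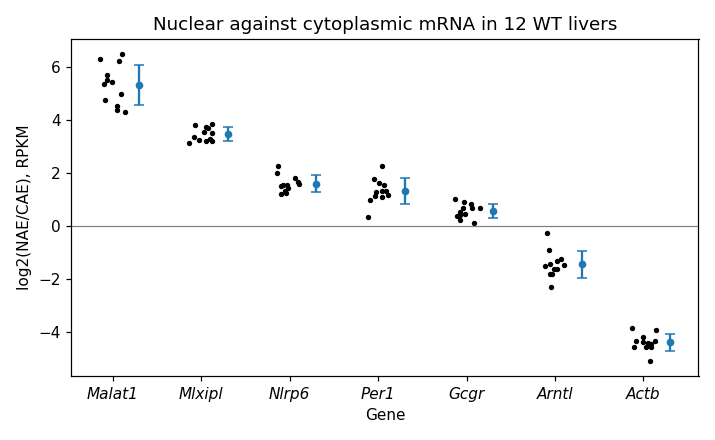
log2(NAE/CAE) per mouse for genes named in the text, in WT livers. Each point is 1 of 12 mice and the blue marks are mean and SD; the grey line marks equal levels in both compartments after calibration.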

**Fig 2:**
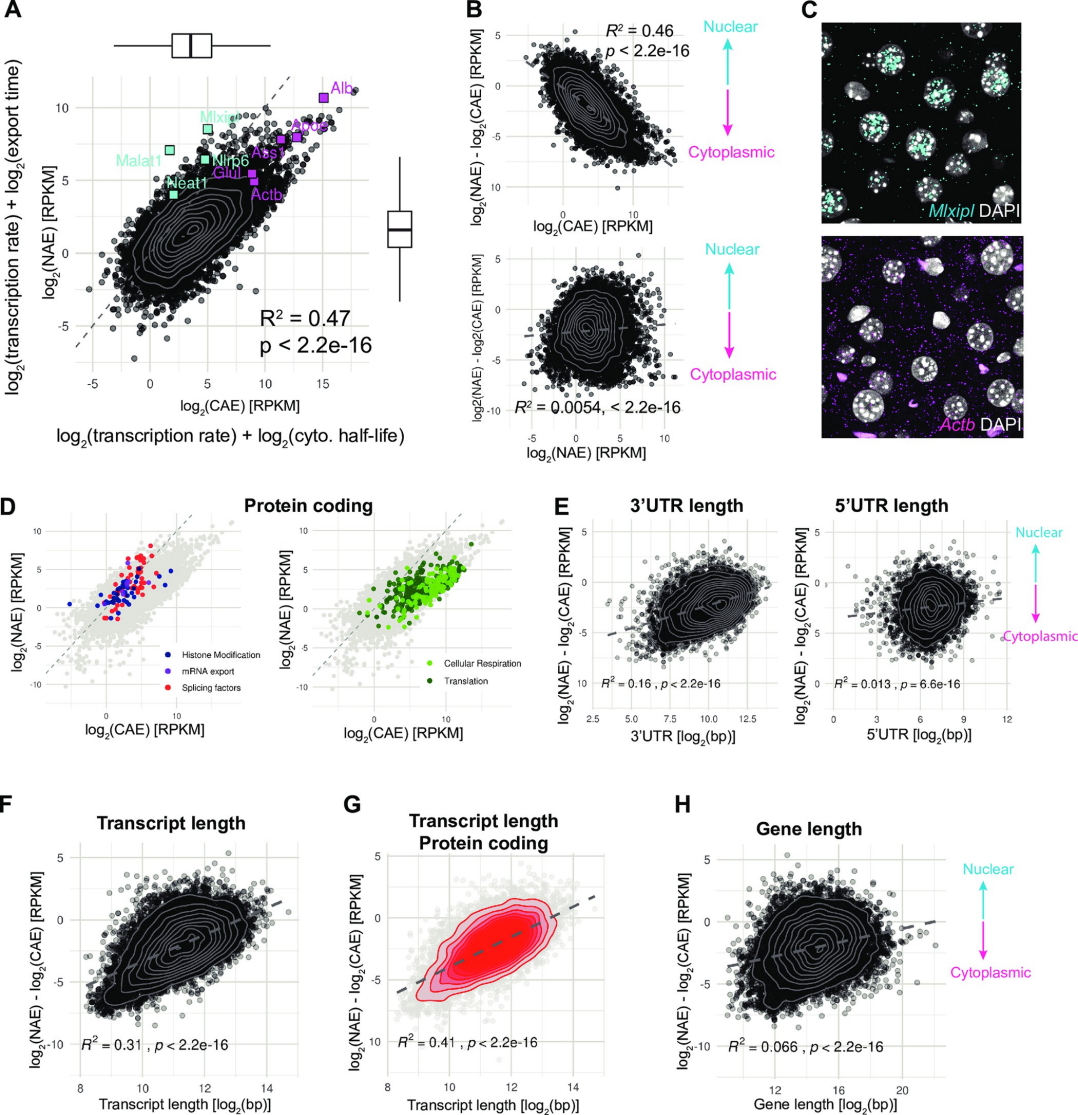
The ratio of nuclear and cytoplasmic mRNA abundance is related to transcript length. **A:** Expression level of nuclear mRNA (NAE) versus cytoplasmic mRNA (CAE) in log_2_(RPKM), averaged over 6 time-points and 12 animals. In our model, the level of NAE corresponds to the transcription rate plus the nuclear half-life, and the level of CAE to the transcription rate plus cytoplasmic half-life (all in log_2_-scale). Cyan squares represent known nuclear genes and magenta squares cytoplasmic genes [4]. Dashed line indicates the 1:1 ratio. Note here that the diagonal line has been scaled with the dataset (see Methods). Grey contour lines: 2D kernel density estimation. Number of genes = 10914. **B**: Log_2_-ratio of NAE / CAE against the average expression in the cytoplasm in log_2_-scale (up) or in the nucleus (bottom). **C**: smFISH of the *Mlxipl* and *Actb* transcripts in liver FFPE sections, at ZT12. Nuclei are stained with DAPI (grey). **D**: GO Terms enrichment analysis of nuclear and cytoplasmic protein coding genes. Left: All the genes belonging to the nuclear enriched GO Terms are highlighted in color: histone modifications (GO:0016570, GO:0033169, GO:0070076, GO:0006306, and GO:0044728), mRNA export (GO:0010793, GO:0010793), and splicing (GO:0006376, GO:0043484). Right: all the genes belonging to some of the cytoplasmic enriched GO Terms are highlighted in color: Cellular respiration (GO:0042775, GO:0022904, GO:0015986, GO:0006123), and Translation (GO:0006412, GO:0002181, GO:0006414,). **E, F, G, H**: log_2_(NAE/CAE) ratio against the following genomic features: 5’UTR length and 3’UTR length (E), transcript length (spliced isoform, F, G) and gene length (exon + intron, H). To simplify, these transcript-specific features were averaged (weighted) based on the expression levels of each transcript to obtain a value per gene (E, F, H) or per biotype (G). Grey dashed line is the regression line.

In our simplified model, the steady-state log_2_(NAE) = log_2_(Transcription rate) + log_2_(export time), and log_2_(CAE) = log_2_(Transcription rate) + log_2_(half-life). Note here that our system is underdetermined, and that times / rates discussed here are relative. The fact that log_2_(NAE) and log_2_(CAE) strongly co-vary, and that the transcription rate is added to both, implies that this process carries the largest variation, as expected. We next aimed to determine which molecular process co-varied most with the NAE/CAE ratio. The strong correlation coefficient with NAE and absence of correlation with CAE suggests that the cytoplasmic half-life has a higher influence on the ratio than the export time (Fig 2B). 

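Genes of high cytoplasmic level had low ratios: Mup22, the most abundant, stood at -6.71 ± 0.41 (SD, n = 12 mice). Over 11747 genes log2(NAE/CAE) and the CAE level had a Pearson r of -0.68 (R2 = 0.463), and log2(NAE/CAE) and the NAE level had an r of 0.01 (R2 = 0.000116). NAE and CAE themselves had an R2 of 0.526. These are correlations across genes, which are not independent replicates, and the ratio contains the level it is compared with. From the co-variation of the levels the paper concludes that transcription carries the largest variation, and from the correlations with the ratio it proposes that the cytoplasmic half-life has more influence on the ratio than the export time.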

We verified the subcellular localisation of a known nuclear-biased transcript (*Mlxipl*) by smFISH, and its nuclear accumulation was evident, although not precisely quantifiable due to its high abundance and crowdedness of mRNA molecules (Fig 2C). On the opposite side, *Actb* is a typical example of a cytoplasmically enriched transcript (log_2_(NAE/CAE) = -3.64), which was verified by smFISH, showing a log_2_(NAE/CAE) that varied between time points, ranging from -1.42 to -3.8, with a median of -2.7.

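Actb, the cytoplasmic actin gene, lies on chromosome 5 of GRCm38 from 142903115 to 142906754. Its level was 4.90 ± 0.43 log2 RPKM in NAE and 9.29 ± 0.38 in CAE (SD, n = 12 mice), a log2(NAE/CAE) of -4.39 ± 0.32. By normalized counts it was lower in the nucleus in 12 of 12 mice, with a log2 fold change of -1.66 (standard error 0.17, adjusted p = 5.58e-10 from edgeR's quasi-likelihood test).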

To identify the biological functions of nuclear and cytoplasmic-enriched RNA populations, we performed an ontology gene set functional analysis on nuclear and cytoplasmic-biased protein coding genes. We found that transcripts coding for histone modifiers and mRNA processing (splicing and export) are enriched in the nucleus, while proteins encoded by cytoplasmic-enriched RNA were involved in translation and ribosome biogenesis, cellular respiration, sterol metabolism (Fig 2D and S4 Table).

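Of 79 measured cytosolic ribosomal protein genes, 77 were higher in the cytoplasm and 1, Rpl12 (log2 fold change 2.00), in the nucleus, with a median log2 fold change of -4.39. Of 75 nuclear-encoded respiratory chain genes all 75 were higher in the cytoplasm (median -3.65), of 76 mitochondrial ribosomal protein genes 71 were and 2 were higher in the nucleus (median -2.36), and of 48 proteasome genes 44 were and 1, Adrm1 (0.61), was higher in the nucleus (median -1.86). Of 26 sterol synthesis genes 14 were higher in the cytoplasm and 5 in the nucleus (median -0.92). On the nuclear side were 60 of 68 histone- and DNA-modifying enzyme genes, with Dnmt3b, a DNA methyltransferase gene, at 5.71, and 3 on the cytoplasmic side, with Hdac2 at -1.92 (median 2.22). So were 58 of 76 splicing factor genes, with Srrm2, a scaffold of nuclear speckles, at 5.42, against 7 with Hnrnpab at -2.55 (median 1.89), and 29 of 52 genes of mRNA export and 3' end processing, with the export receptor gene Nxf1 at 4.50, against 12 with Sarnp at -2.77 (median 0.66). Adjusted over the list alone the counts were the same, except 3 mitochondrial ribosomal protein genes higher in the nucleus. By camera at its preset correlation the adjusted p was 2.12e-32 for cytosolic ribosomal proteins, 2.17e-30 for the respiratory chain, 2.4e-22 for mitochondrial ribosomal proteins, 3.05e-15 for the proteasome, 1.51e-12 for the histone- and DNA-modifying enzymes, 5.57e-12 for splicing factors, 0.00406 for mRNA export and 0.503 for sterol synthesis. None of these calls held with an estimated correlation: the adjusted p with an estimated correlation was 0.073 for splicing factors and for the modifying enzymes, 0.129 for the respiratory chain, mitochondrial ribosomal proteins and proteasome, 0.14 for cytosolic ribosomal proteins and 0.219 for mRNA export. With the mouse as a block, which pairs its nuclear and cytoplasmic libraries, the splicing factors passed by camera there too (adjusted p = 0.0352 with an estimated correlation). Members count as changed here at an adjusted p under 0.01 from edgeR's quasi-likelihood test at any fold change. The median of all genes was 0.16 on this TMM scale, whereas the median log2(NAE/CAE) with the calibration offsets was -1.99. Higher in the nucleus here is thus relative to a typical gene and does not mean that most copies are nuclear. Relative to the median of all genes no list named here changed direction under any scaling.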

We next examined several genomic features that may modulate kinetics (transcription rate, export, decay) and as a consequence mRNA localisation, such as gene length, transcript length, number of exons, 3’UTR and 5’UTR length [6,30,33]. 

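Over 11227 genes the log2(NAE/CAE) had a Pearson r of 0.24 with the log of the 3'UTR length (R2 = 0.0598), and over 11132 genes an r of 0.07 with the 5'UTR length (R2 = 0.00543). In the 20% of genes with the shortest 3'UTRs (median 181 nt) the median log2(NAE/CAE) was -2.94, and in the 20% with the longest (median 3132 nt) it was -1.51. Actb, with a 3'UTR of 581 nt, lay below the median of genes of its length, and Mlxipl, with 813 nt, lay above it. These are relations across genes, which are not independent replicates, and UTR lengths are means over the transcripts of a gene weighted by their level.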

The 3’UTR length (but not the 5’UTR length) showed a positive correlation with the nuclear to cytoplasmic ratio (R^2^ = 0.16), indicating that transcripts with longer 3’UTR sequences are enriched in the nucleus (Fig 2E). The length of the 3’UTR is often proposed as a predictor of mRNA stability, because of the presence of many regulatory elements. However, both stabilising and destabilising RNA-Binding Proteins and miRNAs often compete for the same mRNA substrate [34], which in the end results in a conflicting or undetectable effect of the 3’UTR length on processing rates [6]. Strikingly, we found that spliced transcript length (corresponding to the total exon length) has a significant positive correlation with nuclear localisation (R^2^ = 0.31, Fig 2F), and the correlation is improved when focusing only on protein coding transcripts (Fig 2G, R^2^ = 0.41). 

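Between the 20% of genes with the shortest spliced transcripts (median 902 nt) and the 20% with the longest (median 5303 nt) the median log2(NAE/CAE) rose from -3.80 to -1, with -2.57, -1.96 and -1.55 in the groups between. Rpl35, Rplp1 and Uqcr11, which encode small proteins of the ribosome and the respiratory chain, stood at the short end, and Malat1, with 6967 nt, at the long end. Pearson's r was 0.44 over 11744 genes (R2 = 0.195) and 0.56 over 11050 genes when protein coding transcripts alone were used (R2 = 0.315). Over genes with at least 5 CPM R2 was 0.282. Genes are not independent replicates in these relations.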

As transcripts of hundreds of kilobases take several hours to be fully transcribed [35], this could explain the longer residence time in the nucleus. However, in that case, we would expect a correlation with gene length as well, which was not observed (Fig 2H), suggesting that the structure of the mature mRNA rather than transcription plays a role in the differential localisation.

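The log2(NAE/CAE) had an r of 0.18 with the length of the gene (R2 = 0.0335, 11744 genes) and of 0.32 with its number of exons (R2 = 0.103). From the shortest 20% of genes (median 3202 nt) to the longest (median 82865 nt) its median went from -2.76 to -1.61. Mlxipl, a gene of 21860 nt, and Nlrp6, of 7891 nt, both had ratios above 0. These values too are across genes.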

We next performed an analogous analysis to compare nuclear pre-mRNAs and nuclear polyadenylated mRNAs, estimated from NTI, and NAE, respectively (S1 Fig). We found a strong correlation between NTI and NAE (S1A Fig, R^2^ = 0.6), suggesting that transcription rate, the common factor to both NTI and NAE (log_2_(NTI) = log_2_(Transcription rate) + log_2_(splicing and polyadenylation time), and similarly for NAE), has a larger effect on NTI and NAE levels than export and splicing rates. 

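Alb, whose pre-mRNA stood at 6.74 log2 RPKM in NTI, and Mlxipl, at 3.74, differed in the same direction in NAE, at 10.53 and 8.50. Over 11049 genes NTI and NAE had a Pearson r of 0.78 (R2 = 0.607), a relation across genes, which are not independent replicates.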

The fact that the correlation is stronger here than for log_2_(NAE/CAE) (R^2^ = 0.60 vs. R^2^ = 0.47) suggests that the variability (across all genes) in splicing times is smaller than that of cytoplasmic life times. 

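The SD over genes was 1.37 for log2(NTI/NAE), over 11049 genes, and 2.02 for log2(NAE/CAE), over 11747 genes. Both spreads contain measurement error, which is largest for genes of few counts.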

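Over 11049 genes log2(NTI/NAE) had a Pearson r of -0.37 with NAE (R2 = 0.14) and of 0.29 with NTI (R2 = 0.0837). Each relation is across genes, and the ratio contains the level it is compared with.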

Here, we found that log_2_(NTI/NAE) is more correlated with the export time (NAE) than with the splicing time (NTI) (S1 Fig, R^2^ = 0.28 for NAE, R^2^ = 0.015 for NTI). This observation suggests that, on average, the abundance of spliced nuclear mRNA (NAE) is more strongly determined by the variation of nuclear export time rather than splicing time of the pre-mRNA. However, transcription, splicing and export are not always independent processes and can be coupled and thus, the interpretation of the correlations may be more complicated [36–38].

### The extent of co- versus post-transcriptional splicing increases with gene length

In case of complete co-transcriptional splicing, Nuclear Total pre-mRNA (NTI) represents the population of nascent transcripts [22,39,40]. However, in Fig 1D, we observed that approximately 12% of the nuclear polyadenylated transcriptome encoding for proteins are pre-mRNA (captured in NAI samples), suggesting that a fraction of pre-mRNA is spliced post-transcriptionally. 

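Over 11139 genes the median log2(NTI/NAI) was 1.59, with -0.32 and 5.21 as the 5th and 95th percentiles, and 90.7% of genes had more pre-mRNA in total than in polyadenylated nuclear RNA. The highest ratios among genes with at least 5 CPM in both belonged to Malat1 (7.46 ± 3.76), which has a single exon, and to long genes such as Pid1 (7.05 ± 0.33) and Foxo1, a transcription factor gene of the fasting response (6.96 ± 0.37; SD, n = 12 mice each). NTI and NAI had an R2 of 0.602 over 11139 genes and of 0.418 over 9921 genes with protein coding transcripts alone. This ratio uses the calibration offsets of NT and NA.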

To estimate the amount of co- and post-transcriptional splicing, we compared the levels of NTI to NAI of genes belonging to the Protein Coding biotype (S2 Table). When the expression level of NAI is close to NTI, most of the nuclear pre-mRNA are fully transcribed and polyadenylated before being spliced. Conversely, a higher level of NTI compared to NAI means that nascent pre-mRNAs make up most of NTI and introns are spliced co-transcriptionally. Co-transcriptional splicing creates a typical sawtooth pattern of decreasing density of reads mapping on intron, with higher signal toward the 5′-end, described in nascent-seq datasets [23,41]. 

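Zhx2, a transcriptional repressor gene of 145168 nt on chromosome 15 of GRCm38 (57694665 to 57839832), had a log2(NTI/NAI) of 5.82 ± 0.25 (SD, n = 12 mice). Egfr, of 148163 nt on chromosome 11 (16752203 to 16918158), had 2.62 ± 1.15, above 0 in 12 of 12 mice. Gstm6, a glutathione transferase gene of 4821 nt on chromosome 3 (107938847 to 107943749), had -0.52 ± 0.13, above 0 in 0 of 12 mice. Apol7a, an apolipoprotein L gene of 9052 nt on chromosome 15 (77388219 to 77399110), had 0.49 ± 0.14. Gene lengths are weighted by the level of the transcripts. Read coverage along the introns was not analysed here.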

We indeed visually observed the sawtooth patterns on genes such as *Egfr* or *Zhx2* (Fig 3B), while these were absent on transcripts on the identity line (NAI = NTI), such as *Gstm6* or *Apol7a* (Fig 3C). Using the NAI/NTI ratio as proxy of co- versus post-transcriptional splicing, we observed a striking correlation of the ratio with the gene length, such that transcripts originating from a long gene sequence are more likely co-transcriptionally spliced, while short genes are more often post-transcriptionally spliced. 

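In the fifth of genes with the shortest gene bodies (median 3762 nt) the median log2(NTI/NAI) was 0.53, and in the fifth with the longest (median 85698 nt) it was 3.57, with 0.99, 1.51 and 2.16 between. Gene length had a Pearson r of 0.55 with log2(NTI/NAI) over 11126 genes (R2 = 0.303), and of 0.47 over 9914 genes with protein coding transcripts alone (R2 = 0.218). Over genes with at least 5 CPM R2 was 0.467. From this relation the paper concludes that transcripts of long genes are more often spliced during transcription and those of short genes more often afterwards. The values are across genes, which are not independent replicates.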

Note that here we did not consider gene structure or the ordering of the introns. This length-dependency may reflect the situation where transcription and 3’ end processing is already terminated by the time the spliceosome assembles and splices newly transcribed introns. If splicing and transcription are two processes occurring concurrently but without further dependency, the longer the gene, and particularly the longer the downstream exon, the higher the probability for the upstream intron to be detected and spliced. 

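Over 11126 genes the gene length had a Pearson r of -0.16 with NTI (R2 = 0.0258) and of -0.46 with NAI (R2 = 0.214), in both cases across genes.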

NTI alone, representing the total pool of pre-mRNA in the nucleus, is not influenced by the gene length (Fig 3D). The comparison of the levels of nuclear pre-mRNA in both Total and Poly(A) conditions is therefore informative about the extent of co- vs post-transcriptional splicing, which is strongly influenced by gene length.

**Fig 3:**
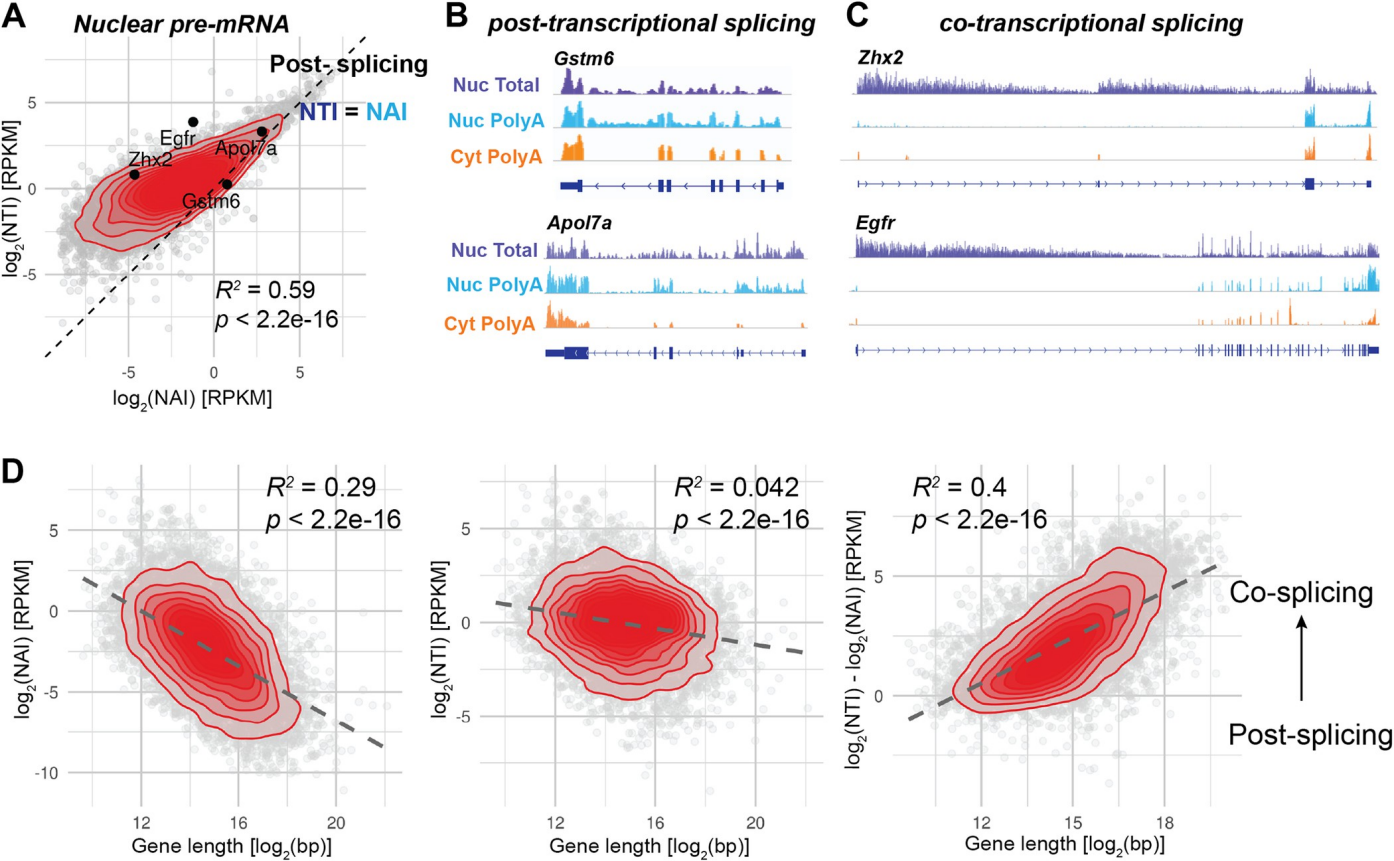
The extent of co- versus post-transcriptional splicing increases with gene length. **A**: Comparison of pre-mRNA expression levels in Poly(A) et Total nuclear RNA populations of protein coding transcripts (grouped by biotype): log_2_(NTI) against log_2_(NAI). Transcripts on the identity line (NAI = NTI, dashed line) are not spliced co-transcriptionally, while those away from the line are. Genes whose genome track are shown in B and C are shown on the plot. Red: 2D kernel density. Only protein coding transcripts are shown. **B**: Genome track view of short genes that are mainly post-transcriptionally spliced. Gene length of *Gstm6*: 4.9kb, *Apol7a*: 11kb. **C**: Genome track view of long genes that are mainly co-transcriptionally spliced. Gene length of *Zhx2*: 145kb, *Egfr*: 166 kb. Genome tracks are not to scale. **D**: Correlations of the gene length (exon + intron) with log_2_(NAI), log_2_(NTI) and log_2_(NTI/NAI). The latter is related to the fraction of co- and post-transcriptional splicing. Overall, long genes are more frequently co-transcriptionally spliced than short genes.

### Model-based identification of regulatory steps driving rhythmic cytoplasmic mRNA profiles

The accumulation of RNA transcripts in any of the subcellular compartments results from the balance between production and elimination. At steady-state (Figs 2 and S1), it was generally not possible to identify the two respective contributions. However, as we showed before, it is possible to determine these rates from time-series profiles when genes are rhythmic, using a mathematical modelling approach [12]. In essence, by modelling the profiles of causally related and oscillating RNA species, for example intronic and exonic reads from total unfractionated RNA-seq, the approach can infer production and degradation rates. We applied this method to two situations. First, a joint model of mRNA accumulation in the cytoplasm (CAE) and the nucleus (NAE) allowed us to estimate the cytoplasmic stability and assess rhythmic degradation processes (hereafter referred to as step 2, Fig 4A). Using the fractionated cell data, we now can specifically address cytoplasmic half-life instead of estimate an effective half-life that encompasses all intermediate processes occurring in the nucleus [12]. Next, we modelled the expression profiles of nuclear mRNA (NAE), which increases due to splicing of pre-mRNA (NTI) and decreases due to nuclear export (step 1). This strategy allowed us to infer the nuclear export rates and to uncover rhythmically regulated exports. Each step is described by an ordinary differential equation, where the first variable (NTI in step 1, NAE in step 2) and the rate of degradation (export *e* in step 1, cytoplasmic degradation *γ* in step 2) are either constant or rhythmic (defined by a cosine function with a phase and relative amplitude). 

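Both steps were fitted here to the deposited counts of the 12 WT mice with the 4 models of the paper, M1 to M4, in which the precursor and the rate of removal are each constant or rhythmic. A gene was assigned to the model with a BIC weight above 0.6, with times bounded to 5 min to 12 h for export and 10 min to 24 h for the cytoplasmic half-life. On simulated genes of each kind, M1 was recovered for 883 of 900 genes at step 1 and 885 of 900 at step 2, M2 for 90 and 91 of 100, M3 for 82 and 78 of 100 and M4 for 61 and 49 of 100. Many M4 genes were called M2, 26 at step 1 and 34 at step 2. Simulated noise was independent between precursor and product, unlike that of real libraries of a mouse, so recovery of real genes may be poorer. The simulated M2 genes had log2 ranges from trough to peak of 1, 2 or 4. At a range of 1, M2 was recovered for 27 of 34 genes at step 1 and 21 of 27 at step 2. Smaller M2 ranges were not simulated, so recovery of real genes with weaker rhythms is not known from these shares. Of simulated M1 genes 0 and 2 of 900 were called M2. With real mice reassigned over the times, in a random subset of the genes, up to 143 of 2766 genes were called M2 at step 1 and 160 of 2810 at step 2. A time fitted to a single gene is uncertain. Of simulated M2 genes called M2, 15 of 90 at step 1 and 9 of 91 at step 2 were fitted at a bound. Without them the median of the fitted over the true time was 1.03 at step 1 and 1.04 at step 2, with a Spearman correlation of 0.777 and 0.723 over genes. Where a bracket follows the time of a named gene, it therefore gives the fits without replicate 1 and without replicate 2, in this order.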

The combination of constant or rhythmic production and degradation terms generates four different kinetic models (M1 to M4, Fig 4B). The optimal model is selected by combining a maximum-likelihood approach with the Bayesian information criterion (BIC) to control for model complexity. For genes with constant levels of pre-mRNA and mRNA (M1), only the ratio between the production and degradation can be determined. Note that this approach is different from rhythmicity assessment on one condition and has been previously applied to genotype comparisons [16]. We first applied the mathematical model to step 2 (NAE-CAE) to identify rhythmic cytoplasmic half-lives (S5 Table). 

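Clock genes and genes of lipid metabolism were among those with rhythmic nuclear mRNA at step 2. Of 15 core clock genes 10 were in M2, as were 9 of 17 heat shock genes, 11 of 26 sterol synthesis genes and 9 of 19 genes of gluconeogenesis and glucose handling (adjusted p = 0.000102, 0.00136, 0.00236 and 0.00239 from Fisher's exact test). None of 75 respiratory chain genes was (adjusted p = 0.000365 from the same test). In all, 1551 of 11240 genes were in M2 and 45 in M4, or 1596 together, and 8474 were in M1. With the BIC as the methods print it 599 were in M2 and 5 in M4, and with a BIC weight above 0.8 M4 held 23. Ciart, Nr1d1, Acot7, Usp2 and Dbp had the largest cytoplasmic rhythms in M4, with log2 ranges of 7.34, 6.43, 5.01, 4.98 and 4.62. When the mice were reassigned over the times, in a random subset of the genes, at most 6 genes fell in M4 against 15 in the real order. Without the ZT0 replicate 2 mouse, whose cytoplasmic libraries stood apart, M2 held 1689 genes and M4 32.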

Out of the approximately 11,000 genes expressed in the liver, we confidently classified 1,424 genes as having a rhythmic accumulation of nuclear RNA (M2 and M4), of which 79 are additionally rhythmically degraded (M4, Fig 4D). The rhythmic profiles of 386 genes in the cytoplasm are solely due to the temporal regulation of the cytoplasmic half-life (M3). Thus, approximately 15% of expressed genes have a rhythmic temporal profile in at least one cellular compartment. Additionally, 25% are degraded rhythmically, similar to previous studies in the mouse liver (28% in [12], 30% in [11]). 

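The largest cytoplasmic rhythms in M3 belonged to Hspa1b, a heat shock gene, with a log2 range of 4.34 and a peak at ZT15.3, and to Cbfa2t2, Isyna1, Mpp4 and Exog, with 3.33, 3.31, 3.21 and 3.19. Hspa1b had 4.68 CPM in CAE and Exog 0.622, so these ranges rest on few counts. Among genes with at least 5 CPM, a limit set after seeing the data, the largest were Calcoco1, a coactivator and autophagy gene, with 2.35 and a peak at ZT6.33, and Pcbp4, an RNA-binding protein gene, with 2.23 and a peak at ZT8. M3 held 275 of 11240 genes, with a median log2 range in CAE of 1.04. Without the ZT0 replicate 2 mouse it held 245. With a BIC weight above 0.8 it held 131, and with the BIC as the methods print it 48.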

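M2, M3 and M4 together held 1871 genes at step 2, or 16.6% of those fitted. Among them were 12 of 15 core clock genes, such as Arntl, Per1 and Ciart, and 13 of 17 heat shock genes, such as Hsph1 and Hspa5 (adjusted p = 1.64e-06 for each list from Fisher's exact test), but 3 of 79 cytosolic ribosomal protein genes (adjusted p = 0.0024 from the same test).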

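The 320 genes in M3 and M4 were 17.1% of the 1871 genes with a rhythm at step 2. Splicing factors were the only one of the 27 measured lists over-represented in M3, with 9 of 76 genes, among them Tra2a, Tra2b and Hnrnpl, against 1.86 expected (adjusted p = 0.00253 from Fisher's exact test). This p-value too treats the genes as independent.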

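Half-lives were short for Per1, Per2 and Clock, which lay at the lower bound of 10 min, and long for Uox, the urate oxidase gene, at 8.21 h. Leaving out the genes at a bound, the median half-life was 1.64 h in M2, 2.43 h in M3 and 1.31 h in M4. With them it was 1.15 h, 0.849 h and 0.769 h, and 480 genes, or 25.7% of M2, M3 and M4, lay at the lower bound. Single half-lives moved widely with the mice used: Uox was fitted at 24 h, the upper bound, without replicate 1 and was unassigned without replicate 2, and Insig2, a regulator of sterol synthesis, had 0.614 h (0.628 h and 0.296 h).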

The median half-lives are 2.45 h for M2, 3.88 h for M3 and 2.36 h for M4.

**Fig 4:**
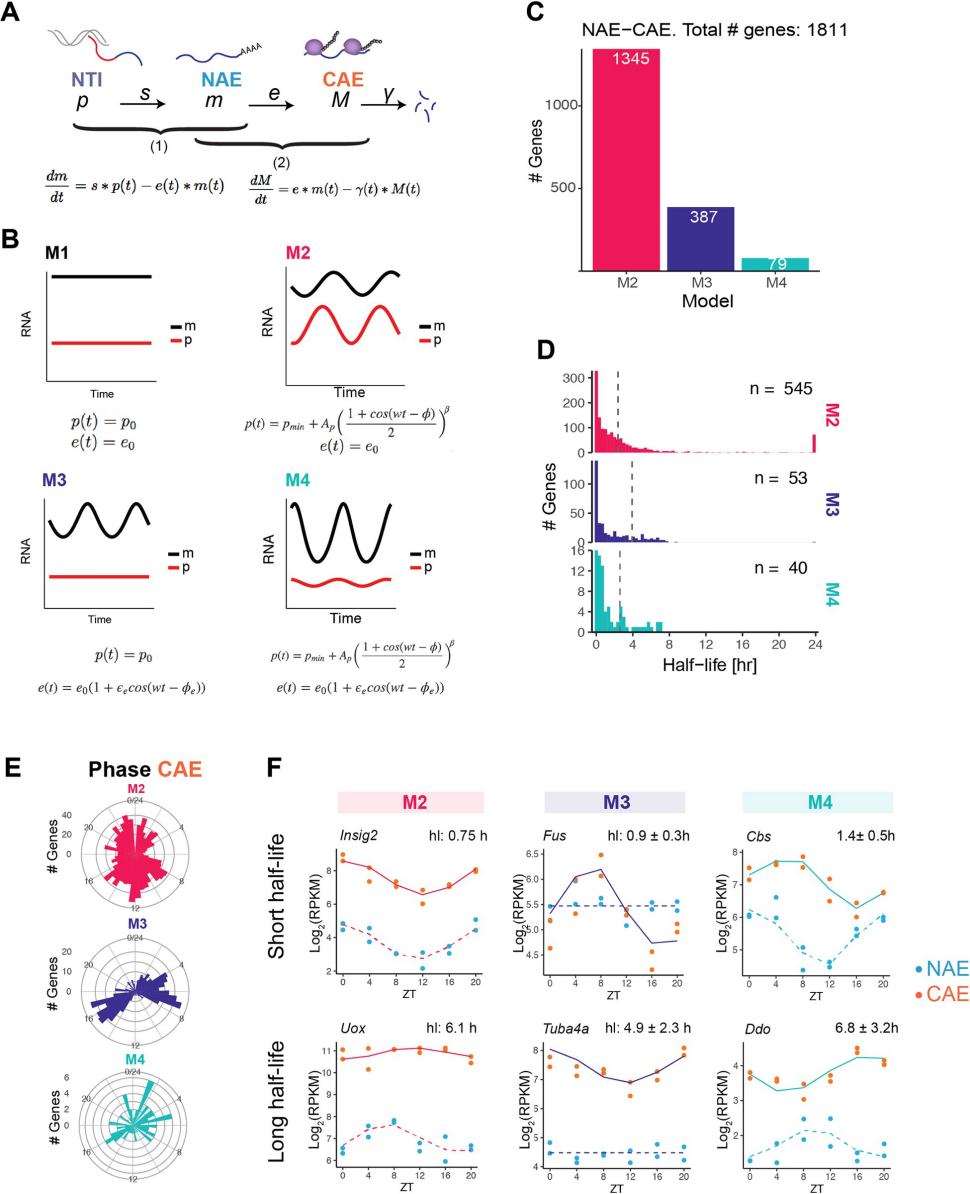
Model-based identification of regulatory steps driving rhythmic cytoplasmic mRNA profiles. **A**: Kinetic model describing the temporal accumulation of pre-mRNA and mRNA. RNA processing steps are split in two steps: first, we describe the temporal accumulation of nuclear mRNA (NAE) in function of splicing rate *s* and export rate *e* (step 1), and second, the temporal accumulation of cytoplasmic mRNA (CAE) in function of export rate *e* and degradation rate *γ* (step 2). **B**: The combination of constant or rhythmic pre-mRNA (*p*) and constant or rhythmic export in step 1 generates four models. Rhythmic pre-mRNA profile is described by a cosine function with a period of 24 hours, raised to a power β to account for the peaked oscillatory profiles. The same equations apply to step 2, but with *γ* instead of *e*, *m* instead of *p*, and *M* instead of *m*. **C:** Classification of genes in step 2: M2 (rhythmic NAE, constant degradation), M3 (constant NAE, rhythmic degradation), or M4 (rhythmic NAE, rhythmic degradation). **D**: Distribution of estimated cytoplasmic half-lives. To facilitate identification and considering biologically plausible ranges, we set the range of possible half-lives from 10 min to 24 h. During the optimization, *γ = log(2)/half-life* sometimes reaches our fixed upper limits or lower limits. The median half-life (dotted line) is calculated excluding half-lives reaching the lower or upper boundary. **E:** Circular histogram showing the phases (peak times) of CAE in each model. **F**: Representative temporal profiles (NAE and CAE) of genes in M2, M3 and M4 genes with short half-life (up) or long half-life (bottom). Values on top of the plots indicate the half-life of the gene. In M3 and M4, mean half-lives with their corresponding min and max are indicated.

The distribution of peak mRNA times in the cytoplasm differs between the models. 

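Of the 275 M3 genes, 40.7% had their cytoplasmic peak between ZT3 and ZT9, where an even distribution would place 25%, and 73 (26.5%) between ZT14 and ZT18, where it would place 16.7%. Hnrnpl peaked in the first window, and Hspa1b, a heat shock gene, in the second. Of the 1551 M2 genes, 285 (18.4%) and 256 (16.5%) peaked in these windows.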

While M2 peak times were homogeneously distributed throughout the day, M3 exhibited a biphasic phase pattern with distinct associated biological functions. 

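Psmd3, which encodes a subunit of the proteasome's regulatory particle, was in M3 with a cytoplasmic peak at ZT5.67 and a log2 range of 0.85, and was in M1 without replicate 1. Adrm1, a ubiquitin receptor of the proteasome, and Psmf1, a proteasome inhibitor gene, were in M1. Of 48 proteasome genes Psmd3 alone was in M3, against 1.17 expected (adjusted p = 1 from Fisher's exact test).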

M3 genes peaking between ZT3 and ZT9 are involved in protein degradation such as proteasome components *Psmd3*, *Psmf1*, *Adrm1*. A second group of M3 associated genes peak between ZT14 and ZT18. This group comprises genes related to nuclear mRNA processing such as *Sfpq* and *Cpsf6*, and the splicing factors *Srsf1*, *Srsf3*, *Sfpq*, or *Thoc7*, *Hnrnpa3* and *Hnrnph1*.

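Sfpq, a splicing factor gene of paraspeckles, had a cytoplasmic peak at ZT15.7 with a log2 range of 1.39, Cpsf6, of 3' end processing, a peak at ZT14 with 1.26, Srsf1 a peak at ZT17.7 with 1.09 and Hnrnph1 a peak at ZT17 with 0.93, and all of these were in M3. Sfpq, Cpsf6 and Hnrnph1 stayed in M3 without either replicate, while Srsf1 was unassigned without replicate 1. Srsf3 was unassigned, with M3 as its best model at a weight of 0.55 and a peak at ZT18, and was in M3 without replicate 2. Thoc7, of the mRNA export complex THO, was in M1, and in M3 without replicate 2, and Hnrnpa3 was in M1. Of the 9 splicing factor genes in M3, 4 peaked between ZT14 and ZT18, Pnn among them, and so did 2 of 3 genes of mRNA export and 3' end processing.

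**Figure D3:**
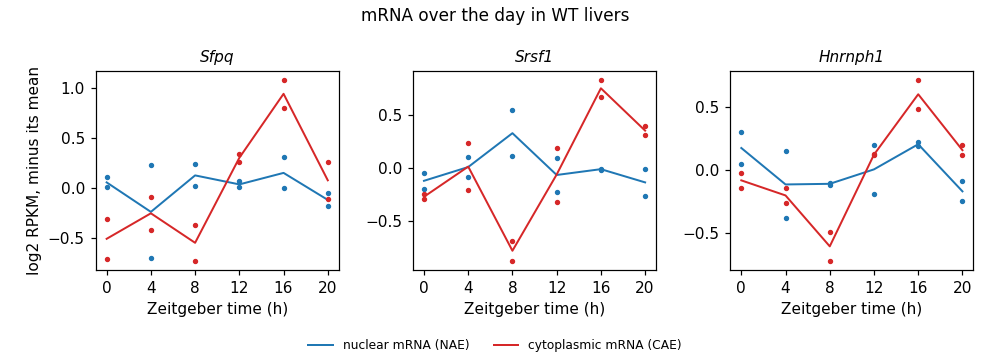
Nuclear (NAE) and cytoplasmic (CAE) mRNA of splicing and mRNA processing genes over the day in WT livers, as log2 RPKM minus the mean of each gene and population. Points are single mice (2 per time) and lines join their means.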

In Fig 4F, we show representative genes to illustrate the typical behaviour of each model. When degradation is constant (M2), the more stable is the transcript, the more the mRNA oscillations dampen, and the longer the peak time difference between NAE and CAE. 

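Among M2 genes at step 2, the 727 with a half-life up to 1 h had a median delay of 0.35 h from the NAE to the CAE peak and a median CAE range 0.997 times that of NAE. For the 292 genes between 1 h and 2 h these were 1.87 h and 0.88, for the 274 between 2 h and 4 h 2.84 h and 0.704, and for the 258 above 4 h 4.48 h and 0.289. Fgfr2, a growth factor receptor gene with a half-life of 2.41 h (5.86 h and 0.807 h), peaked at ZT4.14 in NAE and ZT7 in CAE. These curves follow from the model, and cosines fitted to each compartment without it gave delays of 0.17, 2.19, 3.35 and 4.05 h and range ratios of 1.05, 0.966, 0.763 and 0.408. The genes were still grouped by half-lives fitted to the same counts, so the cosines are no independent check.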

Note that in this model, this time delay cannot exceed 6 hours (it reaches 6 hours for infinitely long half-lives [25]). Transcripts with a short half-life have similar peak times (no delay) and relative amplitudes in the nucleus and in the cytoplasm (Fig 4F). 

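Insig2 peaked at ZT23.2 in NAE and ZT0 in CAE with log2 ranges of 2.09 and 2.05. Arntl, with a half-life of 0.198 h (0.346 h and 0.167 h), peaked at ZT22.2 and ZT22.3.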

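Tuba4a, a tubulin gene, was in M3 with a peak at ZT22.3 and a range of 0.94, but was unassigned without replicate 1.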

Genes classified in M3 are rhythmic only in the cytoplasm. *Fus* is a well-known example of a gene rhythmically regulated at the post-transcriptional level [12,25]. 

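Cbs, which encodes an enzyme of the transsulfuration of homocysteine, was in M4 with a half-life of 1.36 h, a NAE peak at ZT23.2 with a log2 range of 1.86 and a CAE peak at ZT6 with 1.52. Without replicate 1 it was unassigned at 5.48 h, and without replicate 2 it was in M4 at 0.286 h. Ddo, the D-aspartate oxidase gene, was unassigned, with M4 as its best model at a weight of 0.58, a half-life of 9.24 h and log2 ranges of 0.83 in NAE and 0.94 in CAE. Without replicate 1 it was unassigned at 0.167 h, and without replicate 2 it was in M2 at 3.29 h.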

Finally, genes in M4 are rhythmically regulated both at the transcription and degradation level, resulting in more complex patterns, for instance a higher relative amplitude in the cytoplasm (*Ddo*, half-life 7 h) or a longer time delay (*Cbs*, half-life 1.4 h).

### Kinetic model identifies rhythmically exported nuclear mRNAs

To uncover potentially rhythmic patterns generated by rhythmic nuclear export, we next applied the mathematical model to compare the rhythmic profiles of nuclear pre-mRNA (NTI) and nuclear mRNA (NAE) (S5 Table). Here, the export time refers to the time spent by a fully transcribed, spliced, and polyadenylated transcript in the nucleus. We confidently classified 1632 genes in one of the three models with rhythmic NAE (Fig 5A). 

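At step 1, 1835 of 11065 genes, or 16.6%, were in M2, M3 or M4. Among them were 16 of 25 sterol synthesis genes, 12 of 15 heat shock genes, such as Hsph1, and 12 of 15 core clock genes (adjusted p = 1.26e-06 for each list from Fisher's exact test). Of 75 respiratory chain genes 1 was among them, Cox7a2l in M3 (adjusted p = 0.000209 from the same test).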

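M2 held 1636 genes at step 1, with a median log2 range of 0.93 in NAE. Of 19 genes of gluconeogenesis and glucose handling 10 were in M2, as were 6 of 12 pericentral and 6 of 14 periportal hepatocyte markers (adjusted p = 0.000673, 0.0186 and 0.0361 from Fisher's exact test). With the BIC as the methods print it M2 held 633 genes.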

The vast majority were rhythmically transcribed and exported with a constant rate (1428 genes as M2). 

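M3 and M4 held 199 genes at step 1, or 10.8% of the genes in M2, M3 and M4, with 157 genes in M3 and 42 in M4. The largest nuclear rhythms in M3 were those of Pde6c, Rad51b, Il1rn, Xlr4a and 1810014B01Rik, with log2 ranges of 4.81, 4.12, 3.60, 3.40 and 3.39, and the last had 1.02 CPM in NAE. Among genes with at least 5 CPM, a limit set after seeing the data, Anxa1, an annexin gene, had the largest, with 2.68. In M4 Dbp had the largest, followed by Ciart with 7.02 and Cyp17a1, a steroid hydroxylase gene, with 6.48. In a random subset of the genes M3 held 46 in the real order. When the mice were reassigned over the times, 1 of 23 other orders gave more (54) and the rest 2 to 25. M4 held 12 in the real order, and 2 of the 23 other orders gave 12 and the rest 0 to 9. With a BIC weight above 0.8 M3 held 56 genes, with the BIC as the methods print it M3 held 38 and M4 held 9, and with a fixed beta they held 92 and 68. From these genes the paper proposes that nuclear export contributes to generating and modulating rhythms.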

13% were exported rhythmically (M3 and M4), suggesting that nuclear export is a post-transcriptional mechanism contributing to modulation and generation of rhythmic profiles. Representative profiles of genes classified as M3, whose rhythmic nuclear mRNA accumulations were only attributed to rhythmic mRNA export, are shown in S2 Fig. Proteins encoded by these genes cover a diverse biological functions, such as deacetylation (*Lypla2*, *Sirt5*), nuclear speckles assembly and splicing (*Srrm2*, *Akap8l)*, hypermethylation of sn(o)RNA m^7^G cap (*Tgs1*), or NAD(P)H-dependent oxidoreduction (*Rdh13*). 

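Rdh13, a retinol dehydrogenase gene, was in M3 at step 1 with a NAE peak at ZT9.67 and a log2 range of 1.40, also without either replicate. Sirt5, a mitochondrial deacylase gene, was in M3 with a peak at ZT20.3 and a range of 1.12, and in M1 without replicate 1. Akap8l, which encodes a nuclear anchoring protein, was in M3 with a peak at ZT5.33 and a range of 0.70, and in M1 without replicate 2. Tgs1, the cap hypermethylase gene, was in M3 with a peak at ZT17.3 and a range of 0.82, and unassigned without replicate 2. Lypla2 and Srrm2 were unassigned, Srrm2 with M3 as its best model at a weight of 0.388. Ppcdc, of coenzyme A synthesis, was in M3 with a peak at ZT8 and a range of 1.03, with either replicate left out too. In a random subset of the genes, 1 of 23 other orders of the mice over the times gave more M3 genes than the real order.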

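Of 149 genes in M3 at step 1 that were measured in CAE, 7 were rhythmic there at an adjusted p under 0.05 from edgeR's quasi-likelihood test, or 4.7%. The share was 14.1% for M2, with 225 of 1594 genes, and 0.601% for M1, with 48 of 7988. At an unadjusted p under 0.05 the shares were 26.8%, 46.9% and 13.5%. Rdh13 and Akap8l, both in M3 at step 1, were in M2 at step 2.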

Rhythmic export generated nuclear rhythms that propagated to the cytoplasm (S2 Fig). However, the median log_2_ fold-change of CAE (cytoplasmic mRNA) is lower than those originating from M2 or M4 genes (Fig 5E), but is still near 1 (2-fold amplitude). 

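The median log2 range of CAE was 0.59 for genes in M3 at step 1 (quartiles 0.35 and 1.00), 0.77 for M2 (0.49 and 1.18) and 1.14 for M4 (0.63 and 2.21), against 0.46 for M1 (0.29 and 0.69). Of the 42 genes in M4, among them Dbp and Usp2, 11 were rhythmic in CAE.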

While some oscillations are damped in the cytoplasm because of the long stability of cytoplasmic mRNA, others keep oscillating with relatively large amplitudes.

**Fig 5:**
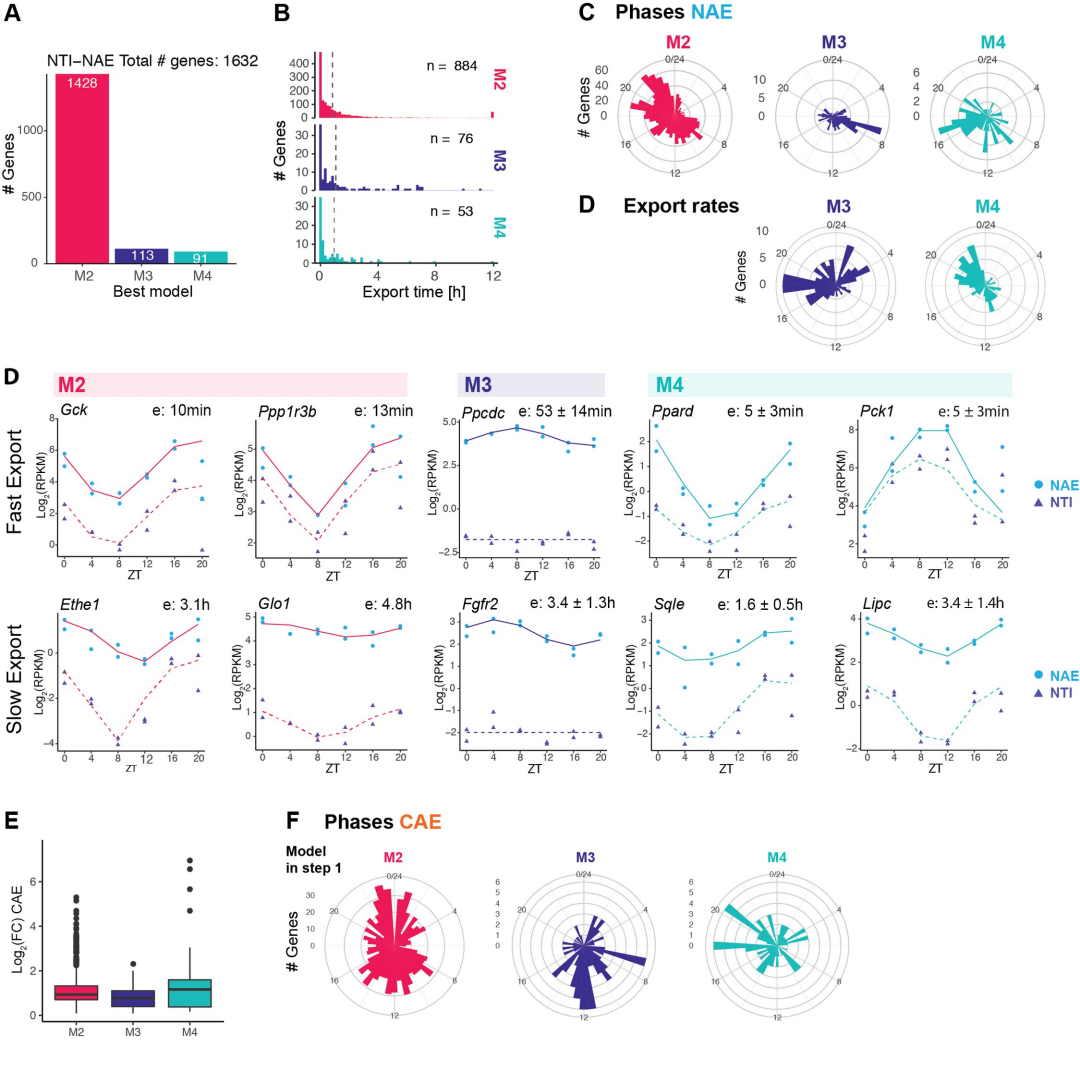
Kinetic model identifies rhythmically exported nuclear mRNAs. **A**: Classification of genes in M2 (rhythmic transcription, constant export), M3 genes (constant transcription, rhythmic export), or M4 (rhythmic transcription, rhythmic export). **B**: Distribution of estimated export times of the three models. The median (dotted line) is calculated excluding export times reaching the lower or upper boundary (5 min and 12 h). **C**: Distribution of peak times of rhythmic nuclear mRNA (NAE). **C**: Distribution of peak time of rhythmic export rates (shortest export time) of M3 and M4 (in M2, export is constant). **D**: Representative temporal profiles of nuclear pre-mRNA (NTI) and nuclear polyadenylated mRNA (NAE) in M2, M3 and M4 genes with short export time (up) or long export time (bottom). Additional examples of M3 genes are shown in S2 Fig. **E**: Cytoplasmic mRNA fold-change of genes classified as M2, M3 or M3 in step1. **F:** distribution of phases in the cytoplasm of genes classified as M2, M3 or M4 at step 1.

The distribution of NAE peak times in M3 genes showed an enrichment around ZT8 (Fig 5C, 33% of the M3 genes peak in the time window between ZT6 and ZT10). By contrast, peak times of M2 genes, whose rhythms are generated by rhythmic transcription, exhibited the typical bimodal distribution of phases peaking at the end of the light phase (ZT22) and the dark phase (ZT10), reflecting the two waves of transcriptional activity in the liver [25,42,43]. 

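Between ZT6 and ZT10 lay the NAE peaks of 66 of 157 M3 genes (42%), among them Ppcdc and Rdh13, against 223 of 1636 M2 genes (13.6%).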

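Of the 1636 M2 genes at step 1, 463 (28.3%) had their NAE peak between ZT20 and ZT24, as Insig2 did at ZT23.3, and 289 (17.7%) between ZT8 and ZT12, as Nr1d2 did at ZT9.67. Between ZT16 and ZT20 lay 287 (17.5%), and the fewest, 149 (9.11%), between ZT4 and ZT8. An even distribution would place 16.7% in each window.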

Phases of M4 genes, whose nuclear accumulation is also regulated by rhythmic export, were distributed throughout the day. 

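Of the 42 M4 genes, 16 had their NAE peak between ZT20 and ZT24, such as Ppard at ZT22.7, 9 between ZT8 and ZT12, such as Dbp at ZT8.67, and 3 to 5 in each of the other windows of 4 h.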

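The fitted export rate was highest between ZT18 and ZT24 for 13 of 42 M4 genes (31%), where an even distribution would place 25%, and for 65 of 157 M3 genes (41.4%). Usp2 had its highest export rate at ZT19.2, Dbp at ZT17.7 and Gstm6 at ZT2.98.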

The time of shortest export time (highest export rate) was enriched in the second part of the night (half of the M4 genes had the highest export rate between ZT18 to ZT 0). The difference between the peak time of export rate and peak of transcription rate modulates the resulting pattern of NAE: rhythmic amplitudes of carbohydrate and lipid metabolism transcripts such as *Pck1*, *Lpin1* or *Ppard* are amplified by antiphasic rhythmic export, while genes such as *Sqle* or *Lipc* are damped while maintaining a phase coherence because export peak time matches transcription peak time (Fig 5D). Thus, the amplitudes of several key metabolic enzymes were boosted by a timed export process.

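Ppard, a nuclear receptor gene of lipid metabolism, was in M4 with a log2 range of 1.69 and a peak at ZT20.2 in NTI, a range of 3.33 and a peak at ZT22.7 in NAE, and the highest export rate at ZT11.2. It was in M4 without replicate 1 and in M2 without replicate 2. Lipc, the hepatic lipase gene, was in M4 with a range of 2.94 and a peak at ZT22.3 in NTI, 1.56 and ZT22 in NAE and the highest export rate at ZT2.59, and in M2 without replicate 1. Pck1, a rate-limiting enzyme of gluconeogenesis, was in M2 with ranges of 4.80 and 4.78, as was Lpin1, a phosphatidate phosphatase gene, with 3.61 and 3.58, and Sqle, of sterol synthesis, with 1.98 and 1.93. Pck1, Lpin1 and Sqle stayed in M2, which has a constant export rate, without either replicate.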

Nuclear residence times are known to be typically shorter compared to cytoplasmic half-lives. Indeed, previous studies estimated that nuclear lifetime ranges from 5 min to less than a couple of hours (maximal estimated nuclear residence time: 40 min in [44], 90 min in [45], 2 h in [4]). In our model of step 1, we set the range of possible export times from 5 min to 12 h. 

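The export time was at the lower bound of 5 min for 548 genes, or 29.9% of the 1835 genes in M2, M3 and M4, and at the upper bound for 42. Cry2, Tgs1 and Ppard were among those at the lower bound. In M2 484 of 1636 genes lay there, in M3 46 of 157 and in M4 18 of 42.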

More than one third of the genes in our dataset reaches the lower boundary of 5 min (600 genes), suggesting that indeed, rhythmic transcripts are usually exported on a short time scale. The median export time, if we include those genes, is 25 min for M2 and M3 genes, and 12 min for M4 genes. 

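With the genes at a bound the median export time was 23.4 min in M2, 36.3 min in M3 and 8.77 min in M4. Without them it was 43.5 min, 61.3 min and 63 min. Of the genes in M2, M3 and M4, 252 (13.7%) had an export time above 2 h, among them Ethe1, a sulfide oxidation gene, and Glo1, the glyoxalase gene.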

Even if the majority of transcripts were processed and exported within minutes, some mRNA resided for several hours in the nucleus. For example, genes involved in steroid biosynthesis such as *Srd5a1*, *Hsd17b2*, *Dhcr7*, and *Scap*, have an estimated nuclear half-life between 2 h and 3.5 h. However, major regulators of cholesterol synthesis are exported rapidly from the nucleus (*Insig1*, *Cyp7a1*, *Hmgcr*, export time of 5 min). This suggests that despite being rhythmically transcribed, biologically related genes have distincts dynamic patterns in the nucleus. 

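Hsd17b2, a steroid dehydrogenase gene, had an export time of 3.12 h (2.63 h and 4 h), and Dhcr7, of the last step of cholesterol synthesis, of 1.31 h (in M1 without replicate 1, and 0.439 h without replicate 2). Srd5a1, a steroid reductase gene, and Scap, the SREBP escort protein gene, were in M1, so that no time was fitted.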

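Insig1, a sterol sensor gene, had an export time of 17.3 min, or 0.288 h (0.531 h and 0.168 h). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was unassigned, with M2 at a weight of 0.475 and 5 min, the lower bound, as its best fit.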

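Fbp1, fructose bisphosphatase, had an export time of 8.77 h (12 h and 5.53 h) and Sord, sorbitol dehydrogenase, of 0.714 h (2.03 h and 0.251 h), and Khk, ketohexokinase, was in M1.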

Genes involved in fructose metabolism were also enriched among long-lived transcripts (*Aldob*: 6,8 h, *Khk*: 4.8 h, *Sord*: 1.4 h, *Fbp1*: 6 h). It is noteworthy that nuclear retained mRNAs include the glucokinase regulatory protein *Gckr* (3.2 h), genes related to thyroid hormone metabolite (*Dio1*: 2.5 h, *Thrsp*: 1.4 h) and related to glyoxylate metabolism (*Agxt*: 1.8 h, *Grhpr*: 1.9 h).

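Gckr had an export time of 2.83 h (unassigned at 3.32 h, and 2.58 h), Dio1, a deiodinase gene, of 2.39 h (unassigned at 4.42 h, and 0.832 h) and Agxt, of glyoxylate removal, of 1.98 h (2.12 h and 1.81 h). Grhpr, of the same pathway, was unassigned, with M2 at a weight of 0.592 and 1.66 h as its best fit. Thrsp, a regulator of fatty acid synthesis, was unassigned with M1 as its best model.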

### Circadian core clock and PARbZip genes are enriched in the nucleus

Finally, we focus on the temporal behavior of core clock and PARbZip family member clock output genes. Cytoplasmic mRNA half-lives of all such genes were below 2.5 h, and nuclear half-lives ranged from 5 min to 1.1 h, allowing an efficient propagation of high-amplitude patterns (Fig 6A and 6B). 

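Export times of the 13 core clock and PARbZip genes in M2, M3 or M4 at step 1 ran from 5 min for Cry2 (unassigned, and 0.0833 h) to 79.8 min for Bhlhe40 (2.54 h and 0.41 h), with a median of 33.3 min, and 9 of them were at or below 1 h. Half-lives of the 15 such genes at step 2 ran from 0.167 h, the lower bound, for genes such as Per1, Per2 and Clock to 2.33 h for Hlf (unassigned at 2.26 h, and 3.38 h), with a median of 0.198 h. Per2 had an export time of 0.708 h (1.55 h and 0.556 h) and Cry1 of 0.363 h (0.202 h and 0.735 h). Arntl, Bhlhe41, Tef and Hlf were unassigned at step 1, Per3 and Nr1d2 at step 2, and Rora was in M1 at both. Clock, at the lower bound with all mice, had a half-life of 24 h without replicate 1.

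**Figure D4:**
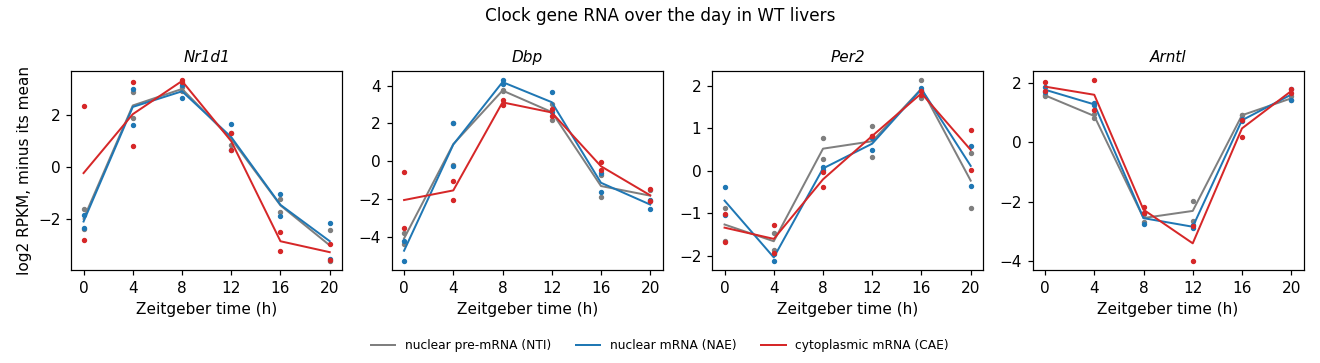
Pre-mRNA (NTI), nuclear mRNA (NAE) and cytoplasmic mRNA (CAE) of clock genes over the day in WT livers, as log2 RPKM minus the mean of each gene and population. Points are single mice (2 per time) and lines join their means; at ZT0 the replicate 2 CAE library lies apart from replicate 1 for Nr1d1 and Dbp.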

Note that *Dbp* and *Rev-Erbα* (*Nr1d1*) were classified as both rhythmically exported and rhythmically degraded, which explains their particularly high relative amplitudes. 

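Dbp was in M4 at both steps, with log2 ranges of 8.01 in NTI and 9.83 in NAE at step 1, an export time of 0.538 h (0.395 h and 0.439 h) and a half-life of 1.83 h (in M2 at 0.167 h, and 1.61 h). Nr1d1 was in M4 at step 1 with a weight of 0.655, a range of 5.62 in its pre-mRNA and an export time of 1.18 h (0.763 h, and in M2 at 0.139 h), and in M4 at step 2 with a weight of 0.605 at the lower bound (unassigned, and in M2). Ciart was in M4 at both steps too. Without the ZT0 replicate 2 mouse, whose cytoplasmic libraries stood apart, Dbp was in M4 at 1.59 h and Nr1d1 in M2 at 0.167 h at step 2.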

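Clock had a log2(NAE/CAE) of -1.29 ± 0.54, Cry2 of -0.40 ± 0.26, Nfil3 of -2.03 ± 0.33 and Ciart of 0.79 ± 0.86 (SD, n = 12 mice). The median over 18 core clock and PARbZip genes was -1.19, against -2.12 over 468 other rhythmic genes. Of 10000 random lists of 18 rhythmic genes the middle 95% had medians from -3.10 to -0.98 (permutation test, p = 0.11, two-sided). Without the ZT0 replicate 2 mouse the clock median was -1.03 (p = 0.062 from the same permutation test).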

As a consequence of their high cytoplasmic degradation rates, clock genes were more enriched in the nucleus compared to all cycling genes. 

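Per1 had a log2(NAE/CAE) of 1.32 ± 0.48, Per2 of 1.41 ± 0.52 and Per3 of 0.84 ± 0.59 (SD, n = 12 mice). Per1 lies on chromosome 11 of GRCm38 from 69095217 to 69109960, Per2 on chromosome 1 from 91415982 to 91459324 and Per3 on chromosome 4 from 151003652 to 151044665. By edgeR's quasi-likelihood test all 3 were higher in the nucleus, Per1 with a log2 fold change of 3.36 (adjusted p = 2.05e-06) in 12 of 12 mice. Relative to Arntl, the ratio of Per1 was higher in 12 of 12 mice, by 2.65 ± 0.76 (exact sign-flip permutation test, p = 0.000488, the smallest that 12 mice allow). Their export times were 0.555 h (0.0833 h and 0.419 h) for Per1 and 0.75 h (0.8 h and 0.666 h) for Per3.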

Of interest, all three *Period* mRNAs (*Per1*, *Per2*, *Per3*) were particularly enriched in the nucleus, despite having similarly short half-lives compared to the other core clock genes, suggesting that these could be potentially slowly exported (Fig 6C). We verified by smFISH the subcellular localisation of *Per1* together with another core clock gene *Bmal1* (also named *Arntl*) on the same liver samples used for the RNA-seq (Fig 6C). Quantification of nuclear and cytoplasmic mRNA *in situ* at peak and trough expression confirmed that the nuclear-to-cytoplasmic ratio of *Per1* (1:1 at ZT12) is more nuclear than the ratio of *Bmal1* (1.6 times more cytoplasmic mRNA at ZT0). *Cry1*, another core clock gene, showed a similar nuclear-to-cytoplasmic ratio in both RNA-seq and smFISH as *Arntl* (1.5 times more cytoplasmic mRNA at ZT20, Fig 6E and 6F).

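Arntl lies on chromosome 7 of GRCm38 from 113207465 to 113314126 and Cry1 on chromosome 10 from 85131700 to 85185064. Their log2(NAE/CAE) over all times was -1.44 ± 0.51 for Arntl and -2 ± 0.86 for Cry1 (SD, n = 12 mice).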

**Fig 6:**
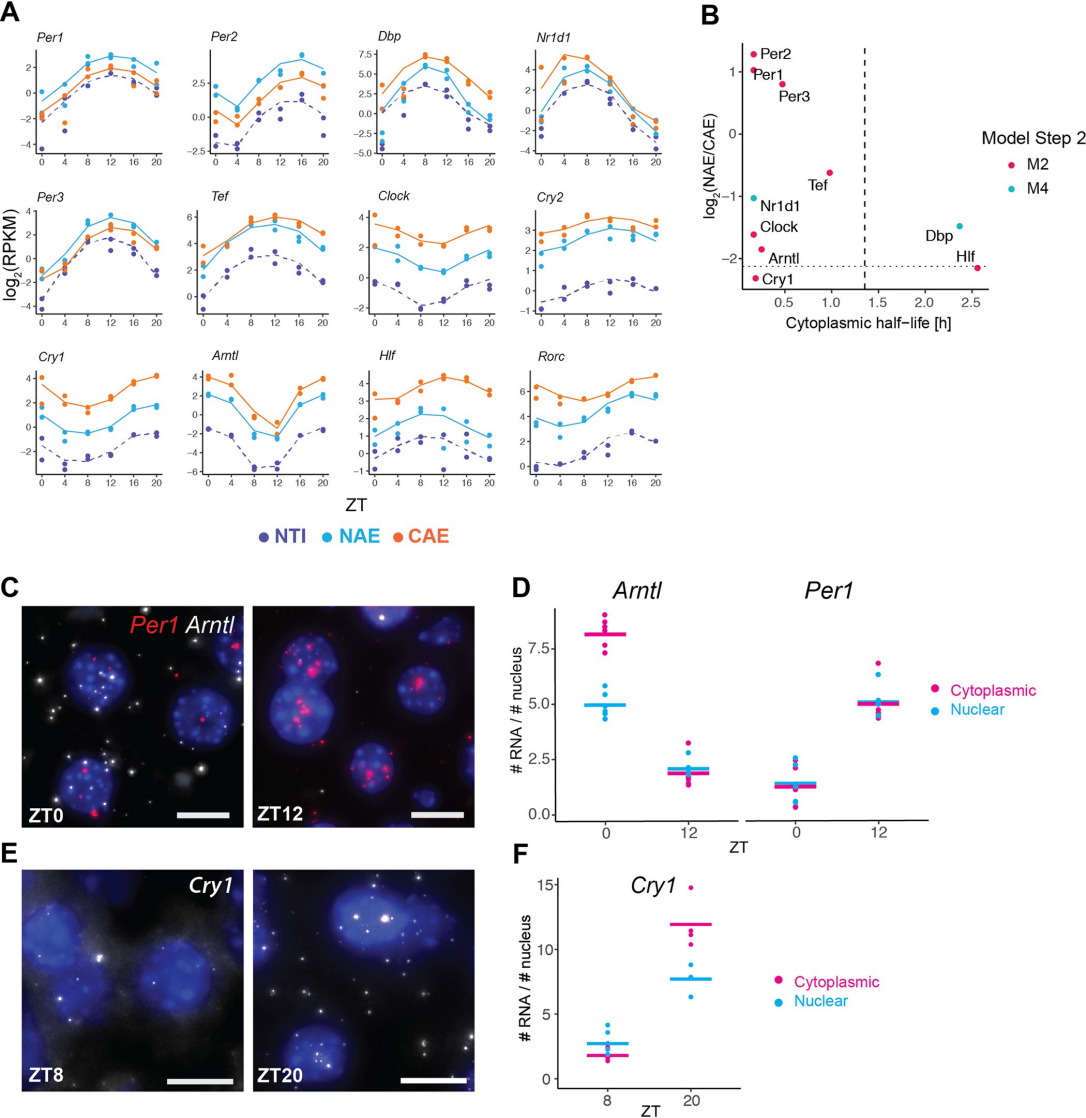
Circadian core clock and PARbZip genes. **A**: RNA-seq temporal profiles of clock genes and clock-controlled genes (PARbZip family members), sorted by their nuclear-to-cytoplasmic ratio. **B:** log_2_(NAE/CAE) versus cytoplasmic half-life estimated at step 2. Dashed vertical line represents the median half-life times of all rhythmic mRNAs. Dotted horizontal line represents the median log_2_(NAE/CAE) ratio of all rhythmic mRNAs. **C** and **E:** smFISH of core clock mRNAs *Per1*, *Arntl*, and *Cry1* at their maximal and minimal expression levels in mouse liver tissue. Nuclei stained with DAPI (blue). Scale bar: 10μm. 63x magnification. **D** and **F:** Quantification of nuclear and cytoplasmic mRNA transcripts on smFISH images. The nuclear-to-cytoplasmic ratio of *Per1* is significantly more nuclear than *Arntl* and *Cry1* at their respective peak time (pairwise t-test, Bonferroni correction, p-value < 10^−5^) and < 10^−4^ respectively). 4–6 images were taken per animal, with each field of view containing on average 500 nuclei. The average number of mRNA molecules per number of nuclei in each image is represented (dots). Number of nuclei analysed: *Arntl* and *Per1*: 3237 (ZT0), 3300 (ZT12). *Cry1*: 1714 (ZT8) and 1319 (ZT20).

## Discussion

Gene expression is a highly regulated multistep process. We produced time series RNA measurements from fractionated liver cells to feed a simplified model, including rhythmically regulated nuclear export and cytoplasmic degradation. Cellular fractionation first allowed us to highlight characteristics and differences of the nuclear and cytoplasmic transcriptomes. Notably, at steady-state, we observed a previously reported concordance between protein and RNA localisation [30]: nuclear enriched mRNAs mainly code for nuclear regulatory proteins, and could be unstable as a way to facilitate rapid adaptation of protein production in response to external stimuli [34]. Additionally, since nuclear retention acts as a passive filter reducing transcriptional noise [45–47], retaining these transcripts could allow a stable production of proteins. On the other hand, transcripts enriched in the cytoplasm mainly code for proteins involved in house-keeping functions such as respiration and translation, presumably due to their increased stability [10,48]. Another difference between nuclear and cytoplasmic mRNAs is related to their length. Long transcripts were enriched in the nucleus, while short transcripts were more abundant in the cytoplasm. This asymmetric distribution could be again related to the cytoplasmic mRNA stability. Although our observations were made only on mouse liver tissue, a link between transcript length and decay rate was hinted at in Drosophila Kc167 cells [6]. Since mRNA degradation that occurs through the deadenylation of the poly(A) tail and a subsequent exonuclease attack [34] has not been linked with transcript length, the higher instability of long transcripts may reflect an increased probability to be stochastically attacked by endonucleases [6].

Another process that depends on genomic length is splicing. Splicing mainly occurs co-transcriptionally in most organisms [41,49–51]. However, the proportion of introns that are removed concurrently with transcription is still under debate, and is highly variable depending on the organism and experimental methods [52]. For example, pre-mRNAs in mouse liver are less frequently spliced co-transcriptionally compared to Drosophila [53]. We investigated the proportion of co- versus post-transcriptionally spliced genes by comparing the expression level of intronic signals in nuclear total pre-mRNA (NTI) and the nuclear polyadenylated pre-mRNA (NAI). We noticed a strong correlation with gene length, namely, long pre-mRNA showed more frequent co-transcriptional splicing compared to shorter pre-mRNAs. Similar observations on the dependency of gene length and splicing regime were found in a previously published dataset in mouse embryonic stem cells, where longer introns were more likely removed post-transcriptionally [54]. Our observations thus support that when a gene is short, transcription is already completed by the time the intron is recognised and spliced. If the gene is long, the spliceosome has more time to recognise splice sites, assemble on the pre-mRNA, and cleave the intron. This relationship with gene length was stronger when focussing on protein coding transcripts only, which could reflect the different processing mechanisms regulating distinct classes of RNAs [1]. It is also known, however, that transcription and splicing can be coupled through physical interactions of the associated protein machineries, which can also be favoured when these factors are concentrated in one location, such as in nuclear speckles and paraspeckles [55]. Such coordination of transcription and splicing processes also modulates alternative splicing events [56], which was not specifically assessed in this work. Indeed, for simplicity and due to technical limitations of obtaining sufficiently accurate isoform-specific expression levels, we have summarised our results at the gene level by weighting the isoforms by their estimated expression levels. We also did not consider variations in splicing efficiencies of introns within a gene body, which differ depending on the length of the downstream exon or on whether flanking exons are alternatively or constitutively spliced [3,51,57]. In the future, more sophisticated methods such as long-read sequencing would be necessary to refine the splicing models [58]. Indeed, while being highly promising, long-read sequencing technologies are currently limited in the length of sequenced transcripts (15kb to 30 kb) and are still biased toward short length transcripts [59].

We next investigated the temporal dimension of our dataset to identify possible new layers of circadian gene regulation, in addition to the many mechanisms mentioned in the introduction, notably chromatin states, transcription, alternative splicing, translation, protein accumulation and localization (reviewed in [60]). We adapted our previously developed models that take advantage of the relationship between relative peak times and relative amplitudes describing the propagation of oscillations to estimate the cytoplasmic degradation rates and nuclear export rates of approximately 1400 genes. These differential equations models describe the lifecycle of an RNA transcript, for example the nuclear pre-mRNA (NTI) is transformed into mRNA (NAE) through an effective splicing rate that combines the splicing rate of the individual introns, and which is then exported at a given rate. These are clearly highly simplified views of the complex processes, and it also remains challenging to infer those parameters from the data fits. Notably, the splicing time is identifiable only for some of the models where we have set a prior on it, in other models (e.g. static) only a relative splicing time can be obtained (Methods). Further experimental validations would be needed to assess the accuracy of the predicted splicing times. With those models, we found a median cytoplasmic half-life of 2.5 h for cycling transcripts. In general, mRNA half-lives range from minutes to several hours, and the estimation varies depending on the model (cell type, tissue) and method (total RNA-seq, transcription inhibition, metabolic labelling). As a comparison, median half-lives of mRNA was 9 h in NIH3T3 cells [8], 3.9 h in mouse ESCs [61], 4 h in HEK293 cells [62] 3.4 h in HELA cells [48], and 2.1 h in another study with NIH3T3 fibroblasts [63]. Our shorter estimations can be explained by our focus on rhythmic genes, which need to be relatively short-lived to maintain oscillations. We also estimated that 25% of mRNA in the cytoplasm are degraded cyclically, which offers flexibility to boost amplitudes and fine-tune phases [11, 12, 25, 64]. Such fluctuations of mRNA stability can occur through the activity of plethora of RNA-binding proteins [65–67], through silencing by miRNA [68], by regulating poly(A) tail length [69], and regulating deadenylase activity [70].

Nuclear export times are overall shorter and the majority of the rhythmic nuclear mRNA have a half-life of less than 25 min. Our experimental design reliably detects long export times on the order of our sampling time (in the range of hours), but does not allow a precise quantification of processes happening at extremely short time-scales. For a majority of genes, ignoring the nuclear export step as we and others previously did [11,12] is a valid assumption due to its small contribution to the total mRNA lifetime. However, when nuclear lifetime significantly contributes to the total RNA lifetime, our dataset allows us to separate the processes and provide a more specific interpretation of the kinetic processes. In addition, we were able to uncover rhythmic patterns in the nucleus, which strongly suggests that the nuclear lifetime varies around the day for 12.5% of the rhythmic nuclear mRNA. As a result, amplitudes of several rhythmically exported mRNA such as *Pck1*, *Por* and *Lpin1* involved in liver metabolism were boosted. Rhythmic export could be modulated by nuclear RNA processing factors. For example, the components of nuclear paraspeckles NONO and SFPQ, display rhythmic nuclear accumulation profiles in mouse liver cells [26]. Interestingly, NONO binds around a thousand mRNA in the liver, of which about one third exhibits circadian accumulation [29]. The deletion of NONO in a knock-out mouse model altered the rhythmic profiles of hundreds of mRNA profiles (but not systematically of the pre-mRNAs) by advancing or delaying the phase, or abolishing the rhythm, suggesting a pleiotropic role of NONO in the post-transcriptional regulation of rhythmic nuclear mRNA accumulation. The role of paraspeckles in regulating rhythmic export was established by transfecting a reporter mRNA with an IRAlu element fused in its 3’UTR in rat pituitary cell line, which was retained in the nucleus and released in the cytoplasm in the circadian manner [71]. Thus, nuclear export is most likely one of the many regulatory layers of rhythmic gene expression in mammalian cells.

The temporal analysis of our dataset was performed only at the whole gene-level and we therefore did not look into differential rhythmicity of splice isoforms. In previous works on circadian alternative splicing, it was found that mRNAs encoding for splicing-related genes frequently exhibited 24-h rhythmic expression with a bimodal distribution of peak phases across tissues and species, indicating that they might be controlled by the circadian clock [72,73]. Concomitantly, rhythmic alternative splicing was found to be widespread across mammalian tissues and conserved alternative splice isoforms that peaked at opposite times of the day were reported in oncogenes and tumour suppressors [73]. In the liver, it was reported that the feeding/fasting cycle modulates hepatic circadian alternative splicing in an exon-dependent manner [74]. In general, there is a risk that some circadian regulation will be masked with gene-level analyses. Nevertheless, inference of alternative transcript isoforms remains challenging with short read sequencing [59], and stratifying the analysis of the half-lives by transcript isoforms would make our dynamical models too complex. Advances in long-read sequencing technologies would allow refined isoform-levels dynamic transcriptome analysis, contributing to a better understanding in physiological or pathological conditions [73].

In this work, we provided a comprehensive and temporal inventory of RNA nuclear and cytoplasmic localisation in mouse livers, as well as an identification of the nuclear or cytoplasmic origins of transcript rhythms. In particular, this analysis suggests that mRNA oscillations can be post-transcriptionally modulated also at the level of nuclear export, and contributes to a better understanding of the dynamic regulation of the transcriptome over the 24 hours day.

## Methods

### Ethics statement

All animal care and handling were approved by the Canton de Vaud laws for animal protection (authorisation VD.3197).

### Animal housing and mouse liver sampling

All mice experiments were performed on male WT mice (C57/BL6J) aged from 8 to 12 weeks old, and housed in 12:12 light:dark cycle. 3 days prior to sacrifice and sampling day, mice were given access to food only during the active phase (night-restricted feeding). Two mice were sacrificed by decapitation every 4 hours (ZT0, 4, 8, 12, 16 and 20). ZT0 is the beginning of the light phase, and ZT12 is the beginning of the dark phase. Pieces of liver were immediately collected after sacrifice for RNA extraction and histological analysis (single-molecule RNA-FISH).

### Cellular fractionation and RNA extraction

Nuclear and cytoplasmic liver mRNA were isolated according to the Nascent-seq protocol [23] with few modifications. Briefly, approximately 300mg of the big lobe were homogenised with a Potter-elvehjem PTFE pestle (DWK Life Sciences #9651693, Aesch, Switzerland) together with 3.5ml of ice-cold PBS (Thermo Fisher Scientific #AM9625, Waltham, USA) and 3.5ml of homogenisation buffer (2.2M sucrose (Sigma Aldrich #84097, St. Louis, USA)), 15mM KCl (Sigma-Aldrich, #P9541), 2mM EDTA (Thermo Fisher Scientific #AM9261, 10mM Hepes pH 7.6 (Sigma-Aldrich #J61047), 0.15 mM spermine (Sigma-Aldrich #S1141), 0.5mM spermidine (Sigma-Aldrich #S2626), 0.5 mM PMSF (Sigma-Aldrich #329-98-6), 1mM DTT (Thermo Fisher Scientific #R0861), 20 μg/ml aprotinin (AppliChem #A2132, Darmstadt, Germany), 2.5μg/ml leupeptin (Sigma-Aldrich #L2884), 100μg/ml pepstatin (AppliChem #A2205), and 10U/ml RNAseOUT RNase inhibitor (Invitrogen #10777019, Carlsbad, USA)). The homogenate was mixed with the remaining homogenisation buffer (total volume of homogenisation buffer: 18ml) and layered on top of 7.2ml of a sucrose cushion buffer (2.05 M sucrose, 10% glycerol, 15mM KCl, 2mM EDTA, 10mM Hepes pH 7.6, 0.15 mM spermine, 0.5 mM spermidine, 20 μg/ml aprotinin, 2.5 μg/ml leupeptin, 100 μg/ml pepstatin, 0.5 mM PMSF, 0.1 M DTT, 10 U/ml RNAseOUT RNase inhibitor). The liver homogenate was ultra-centrifuged in a SW28 rotor (Beckman Coulter #342207, Brea, USA) at a speed of 103’000 *g*, at 4C° for 1 hour. Supernatant (cytoplasmic fraction) was mixed with ethanol (final ethanol concentration of 70%) and stored overnight at -80°C. Cytoplasmic extracts in ethanol were centrifuged at 5000 rpm for 15 min at 4°C to precipitate RNA. Ethanol was discarded, and the pellet was resuspended in 800ul of QIAzol Lysis reagent (QIAGEN #79306, Venlo, Netherlands). RNA was extracted on spin columns using the miRNeasy Kit (QIAGEN #74104) according to the manufacturer’s instructions. After ultracentrifugation, the pellet (nuclei) was resuspended in 3ml of Nuclear RNA extraction buffer (guanidium thiocyanate 50% (w/v) (Sigma-Aldrich #G9277), sodium citrate 0.75M pH7 (Sigma-Aldrich #1613859), 200μM sodium acetate 2M pH 4 (Sigma-Aldrich #71180) and 1% β-mercaptoethanol (Sigma-Aldrich #M6250)), and was mechanically homogenized through a syringe needle 26G. 3ml of water-saturated phenol pH 4.5 (Fisher Scientific #802517) and 1200μl of chloroform:isoamyl alcohol 24:1 (Sigma-Aldrich #25666) were added to the resuspended pellet, and were well shaken before resting for 15 min at room temperature. The mix was centrifuged at 4°C at 1500*g* for 20 min. The supernatant was resuspended in ethanol (final volume 60% (v/v)). RNA is then extracted on spin columns using miRNEasy kit according to manufacturer’s instructions, including a DNAse treatment (QIAGEN #79254, Venlo, Netherlands).

For total liver RNA extraction, pieces from the main liver lobes were frozen in liquid nitrogen. About 20mg were frozen and used for RNA extraction using the miRNEAsy kit.

### RNA-sequencing

To sequence polyadenylated nuclear and cytoplasmic RNA, we used the TruSeq stranded mRNA LT kit (Illumina #20020594, San Diego, USA), starting from 650 ng of RNA, according to the manufacturer’s protocol. To sequence total RNA (with ribosomal RNA depletion), we used the KAPA RNA HyperPrep Kit (Kapa Biosystems #KK8540, Wilmington, USA) with RiboErase prep (Kapa Biosystems #KK8560, Wilmington, USA) combined with KAPA Unique Dual-Indexed Adapter Kit Illumina Platforms (Kapa Biosystems #KR1736, Wilmington, USA), starting from 650 ng RNA. Libraries were sequenced on a Hiseq4000 (Illumina, San Diego, USA). We used a SBS 50 cycles and SR cluster kit, performing a single read sequencing of 65 nucleotides. We sequenced on average 70M reads for Nuclear PolyA and Nuclear Total samples, 25M reads for Cytoplasmic PolyA and Cytoplasmic Total samples, and 50M reads for the Unfractionated samples.

Quantification of pre-mRNA and mRNA expression levels was performed using Kallisto version 0.46.0 [28]. A combined index was built using reference fasta files from Ensembl for *mus musculus* (GRCm38). In particular, pre-mRNA (introns and exons) and mRNA (exons) reference sequences were used as an input and named accordingly. Additionally, we had added spike-in mRNA originating from rat liver (male Wistar, donated by the Laboratory for Functional and Metabolic Imaging, EPFL) accounting for 5% of the total mass liver, but these were in the end not used. Therefore, the reference genome used for the mapping includes fasta files from *rattus norvegicus* (Rnor_6.0). Pseudoalignment and quantification were run on the aforementioned combined Kallisto index with parameters "—single—rf-stranded -l 100 -s 30 -s 30". TPM (transcript per million) and estimated counts at (pre-) transcript level were used for further analysis.

We filtered lowly expressed isoforms based on the expression level of the mature mRNA. Specifically, we calculated the Isoform Fraction (IF) for each transcript, which is defined as the TPM (transcript per million) of the isoform divided by the sum of TPM of all isoforms of a given gene. We defined a gene-specific threshold that depends on the number of annotated isoforms (n): the IF had to be greater than 1/n to be kept. Additionally, we set the maximal threshold to 0.2, such that when a gene has only two isoforms, if one contributes to more than 20% of the total expression, it was not filtered out. If a transcript met the condition in at least 6 samples out of the 60 samples (5 RNA populations, 12 time-points**)**, it is kept.

In addition to the isoform-specific quantification, we pooled for each gene the isoforms belonging to the same biotype in order to have a biotype-specific quantification for each gene (sum of the estimated counts of the isoform belonging to the same biotype). As for the gene length used for normalisation, we calculated the weighted effective gene length (estimated by Kallisto), where weights were the expression levels of each isoform in each condition (therefore, gene length may slightly differ between RNA populations). We created 8 biotypes, based on the Ensembl description. Protein coding (PC), Retained Intron (RI), snRNA, and Processed Transcripts are defined by Ensembl. Nonsense mediated decay and non stop decay are grouped as "NMD". We grouped lincRNA, bidirectional promoter lncRNA, sense overlapping, sense intronic, 3prime overlapping ncRNA, lncRNA and in one biotype named "long non-coding RNA” (lncRNA). Small Nucleolar RNA (snoRNA) comprises the biotypes "snoRNA" and "scaRNA". All the biotypes containing the keyword "pseudogenes", whether they are processed, transcribed or not are grouped as "Pseudogene".

Finally, we also summed all the transcripts by gene, independently of their biotype, in order to obtain gene-wise quantification. The gene length was calculated as the weighted average based on the relative expression of all the isoforms in each RNA population.

For the analysis at steady-state (Figs 1–3 and S2 and S3 Tables), we normalised the estimated counts by Kallisto (S1 Table) into RPKM using the R package "DESeq2" [75]. This normalisation procedure was applied on each RNA population separately. We used the combined library size (pre-mRNA + mRNA) per sample to adjust for sequencing depth. The size factor was estimated using mRNA only, such that the median level of mRNA is aligned for all the samples. The same size factor was applied to the pre-mRNA, such that the relationship between pre-mRNA and mRNA is conserved. Here, we directly implemented a rhythmic analysis (harmonic regression) during the DESeq2 normalisation process, using the following model:

$$\log_{2}(\mu_{g,s,t})=a_{g,s}*cos(w*t_{s})+b_{g,s}*sin(w*t_{s})+intercept$$

where μ_g,s,t_ is the mean count of the negative binomial distribution for gene *g* for sample *s* at circadian time-point (ZT) *t*_*s*_. a_g,s_ and b_g,s_ are the coefficients of the cosine and sine functions, and *w* = 2 * π/ 24 h. The phase (peak of expression) is defined as tan^-1^(b/a) and the amplitude is (or log_2_ fold change) as a^2^ + b^2^. The full model with rhythmic parameters is tested with a Likelihood Ratio test against the reduced model with an intercept only. The intercept fitted by DESeq2 is used as the mean expression level over the 6 time points.

Finally, to express these expression levels in absolute mRNA counts per hepatocyte, we used the data in [4], where the authors converted the counts obtained from sequencing nuclear and cytoplasmic PolyA RNA from mouse liver into number of molecules per cell using smFISH. We applied a linear regression model on the log_2_-transformed RPKM and added the following log_2_ offsets to the NA, NT, CA and CT datasets: -1.34, -0.15, +1.2 and +0.7.

### Modeling temporal RNA-seq profiles

To describe the accumulation of each RNA species in the nucleus and in the cytoplasm, we assumed that the pre-mRNA *p* is spliced and polyadenylated at a rate of *s* to produce mature nuclear RNA *m*. Then, *m* is exported at a rate *e* into the cytoplasm and becomes *M*, where it is finally degraded at a rate *γ*. We used NTI to approximate the level of pre-mRNA *p*, NAE and CAE to describe the accumulation of mature RNA in the nucleus *m* and in the cytoplasm *M*. We modeled the accumulations of *m* as a function of *p*, and of *M* as a function of *m*, with two separate ordinary differential equations:

$$\frac{dm(t)}{dt}=sp(t)-e(t)m(t)$$ (1)

$$\frac{dM(t)}{dt}=em(t)-\gamma (t)M(t)$$ (2)

To distinguish different modes of post-transcriptional regulation, we applied the model-based approach described in [12] on the two equations Briefly, e(t) and γ(t), respectively the export and cytoplasmic degradation rates, can be either constant (e(t) = e_0_ and γ(t) = γ_0_) or rhythmic (e(t) = e_0_(1 + ε_e_ cos(wt—φ_e_)) and γ(t) = γ_0_(1+ε_γ_ cos(wt—φ_γ_))), with w the angular frequency of 2π/24h^-1^, φ the phase (peak time) and ε the relative amplitude varying from 0 to 1. p(t) and m(t) are either constant (p(t) = p_0_ and m(t) = m_0_) or rhythmic (p(t) = p_min_ + A_p_((1+cos(wt -φ_p_))/2)^β^ and m(t) = m_min_ + A_m_((1+cos(wt -φ_m_)/2)^β^, with A the absolute amplitude (peak to trough), β ranging from 1 to 2, and φ the phase. Because NTI, NAE, and CAE come from samples processed and sequenced separately, the relative abundance is not defined, therefore, these parameters do not have a biologically interpretable value.

The following procedures and equations describe step 1, but are the same for step 2. To infer the values of the 8 parameters: *A*_*p*_, *Min*_*p*_, *φ*_*p*_, *β*, *s*, *e*_*0*_, *ε*_*e*_ and *φ*_*e*_, we used the function *optim* from the R package "stats" with the method "L-BFGS-B". We assumed that RNA-seq counts data follows a binomial distribution [75]. Thus, the log-likelihood function to be minimised for each gene is:

$$log(L)=\sum_{t}logNB(\left(n_{p}(t)|\mu_{p}(t),a_{p}(t)\right)+logNB(n_{m}(t)|\mu_{m}(t),a_{m}(t))$$

with

$$\mu_{p}(t)=p(t)S(t)L_{p}$$

$$\mu_{m}(t)=m(t)S(t)L_{m}$$

Here, *n(t)* is the read count, the subscripts *p* and *m* stand for pre-mRNA (NTI) and nuclear mRNA (NAE). α is the dispersion parameter of the negative binomial distribution, which is specific to each gene and time-point. It is estimated by the R package DESeq2 (fit type: "parametric") [75]. *μ(t)* is the expected mean of counts, which corresponds to the concentration of transcripts (*p(t)* and *m(t)*) multiplied by the gene length, and a sample-specific scaling factor *S*, and further multiplied by 10^9^ to obtain numerically convenient values. The scaling factor *S* is first estimated by DESeq2 separately on each RNA population, including only mRNA, such that the median expression levels of mRNA are aligned between samples (Nuclear Total, Nuclear PolyA, and Cytoplasmic PolyA). The parameter *e* is bounded to 5 min to 12 h, and *γ* to 10 min to 24 h.

The combination of rhythmic / constant transcription and export terms generates 4 models (M1 to M4), each of them are fitted to experimental RNA-seq profiles and the most parsimonious model was chosen based on the Bayesian information criterion (BIC). The BIC is defined as:—*log(L) + Klog(N)*, with *K* the number of parameters and *N* the number of datapoints. In order to discuss only unambiguously classified genes, we selected genes with a BIC probability (Schwarz weights) > 0.6.

### Gene enrichment analysis

We defined genes that were nuclear and cytoplasmic enrichments using DESeq2 [75]: raw counts of NAE and CAE samples were tested for enrichment using the cellular localisation (Nuclear or Cytoplasmic) as a variable in the design formula (S4 Table). Contrary to the design used for S1 Table, time was not used as a variable in the formula. Genes with a log_2_FC >2 and an adjusted p-value <0.01 were considered as enriched in one of the compartments, which represents the top 15% most nuclear and most cytoplasmic genes. We tested for gene set enrichment of protein coding genes in nuclear and cytoplasmic fractions using Gene Ontology Terms derived from "Biological Processes". We tested the significance of the enrichment using Fisher’s exact test implemented in the EnrichR package [76] (version 3.0).

### Single-molecule RNA-FISH

Dissected liver pieces were immediately fixed in 10% Neutral buffered Formalin (Sigma-Aldrich #HT5012) at 4C° for 24 to 36 hours. Fixed samples were then washed in PBS 1x for 30 min, and dehydrated in standard ethanol series followed by xylene bath, and finally embedded in paraffin (formalin fixed paraffin embedded, FFPE tissues). Sections were 8μm thick. Single-molecule RNA Fluorescent *in situ* Hybridisation (smFISH) experiments were performed using the RNAScope Multiplex Fluorescent Assay V2 (Advanced Cell Diagnostics #323100, Newark, USA), according to manufacturer’s instructions. Nuclei were counterstained with DRAQ fluorescent probe solution (Thermo Fisher Scientific #62251**)** for 10 min. Sections were mounted with ProLong Gold Antifade Mountant (Invitrogen #P36930). The *Cry1* smFISH images were taken from [27] from liver cryosection and quantified for nuclear and cytoplasmic abundance. Catalogue number of the probes: *Cry1*: 500031, *Per1*: 438751, *Arntl*: 438741, *Actb*: 316741, *Mlxipl*: 558141.

### Microscopy and image analysis

Sections were imaged with the Visitron Spinning Disk CSU W1 with a motorised stage. Z-stacks were acquired with a distance of 0.2μm between each Z position (~40 images per frame) with an oil immersion 63x objective. All z-stacks were maximally projected for analysis. The image analysis was performed using ImageJ ([77] software version 1.53c, Java 1.8.0_66). mRNA spots are detected by first applying a Gaussian blur, followed by the edge-detector Laplacian filter (FeatureJ). The local maxima—corresponding to the spots—are computed and counted. Nuclei are detected by applying a median blur filter, the Otsu method for automatic thresholding, and the watershed algorithm for segmentation. We quantified a density of mRNA per nuclei: we counted all the mRNAs present in one microscopy image and divided by the number of segmented nuclei.

## Supporting information

S1 Fig The ratio of nuclear pre-mRNA and mRNA reflects the relationship between transcription rate, splicing time, and export time. **A**: NTI versus NAE, in log_2_(RPKM), averaged over 6 time points. According to our model, log_2_(NTI) is defined as log_2_(Transcription rate) + log_2_(pre-mRNA processing time (splicing and polyadenylation)) and log_2_(NAE) is defined as log_2_(Transcription rate) + log_2_(export time). In grey: kernel 2D density. Boxplots on top and on the right show the distribution of NTI and NAE. **B**: NTI / NAE ratio in log_2_-scale, defined as log_2_(splicing time)—log_2_(export time), against the average expression of NTI (up) or against NAE (bottom). Grey line indicates linear regression.
(TIF)

S2 Fig Temporal profiles of genes classified as M3 in step 1. 25 profiles of genes classified as M3 (constant transcription, rhythmic export) according to the following criteria: all the genes have a log_2_FC > 0.8, and all classified as M2 or M4 in the analysis of step 2 (NAE vs CAE). Plots are arranged by the expression level of NAE (highest NAE *Srrm2* in the upper left corner). Light blue dots and solid line: NAE, purple dots and dotted line: NTI.
(TIF)

S1 Table RNA-seq counts of ribosome-depleted total RNA of nuclear, cytoplasmic, and unfractionated liver tissue, and polyadenylated RNA of nuclear and cytoplasmic liver tissue.

S2 Table Normalised RNA-seq counts of ribosome-depleted total RNA of nuclear, cytoplasmic, and unfractionated liver tissue, and polyadenylated RNA of nuclear and cytoplasmic liver tissue.

S3 Table Parameters of the linear harmonic regression on normalised RNA-seq counts of ribosome-depleted total RNA of nuclear, cytoplasmic, and unfractionated liver tissue, and polyadenylated RNA of nuclear and cytoplasmic liver tissue.

S4 Table GO Terms analysis of polyadenylated nuclear and cytoplasmic polyadenylated RNA.

S5 Table Estimated kinetic parameters and selected models at step 1 and step 2.

How the deposited data were processed for this re-analysis (not part of the article)

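The livers came from 12 WT mice and from mice without Cry1 and Cry2, with 2 replicate numbers at each of 6 times of day 4 h apart in both genotypes, so that 12 knockout mice are assumed. Each liver gave 5 libraries (NT, NA, CT, CA and UT), 120 libraries in all. The paper reports on the WT livers, and the knockout libraries are used in the closing section only.

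The authors estimated counts with kallisto 0.46.0 against a joint index of the pre-mRNA and the mRNA of each transcript of GRCm38, left out isoforms of low expression, and deposited these estimated counts per transcript and summed per gene, without normalization. A read that fits several transcripts is shared between them by kallisto, so values of near-identical genes and pseudogenes, such as those of the Mup family, are uncertain. The deposited gene table has 12383 rows with 12220 symbols, and 131 rows that repeated another row of the same symbol were merged, which left 12252 rows. A further 25 rows held the same values as a row of another symbol, and 63 rows share a symbol but hold different values. The table of 41105 transcripts sums to the gene table apart from rounding. Coordinates, transcript types and lengths were taken from an annotation of the same genome build, in which 98.27% of the transcripts and 12184 of the genes were found. Estimated counts were rounded to whole numbers for count tests.

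Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. Genes were tested where at least 10 counts were reached in 6 of 12, 12 of 24 or 24 of 48 libraries. TMM factors were estimated on mRNA counts. Dispersions and tests are those of edgeR's quasi-likelihood method with Benjamini-Hochberg adjustment. Nucleus and cytoplasm were compared between NAE and CAE with the paper's thresholds, a log2 fold change above 2 and an adjusted p under 0.01. Members of gene lists were counted there at the same adjusted p and any fold change. Rhythms were tested with a cosine and a sine of a 24 h period at an adjusted p under 0.05, and a log2 range is the distance from trough to peak of the fitted curve. Genotypes were compared with time as a factor, the difference in rhythm as an interaction of genotype and the 24 h curve, and the difference in NAE/CAE ratio as an interaction of genotype and compartment. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Among the kinetic classes they were tested with Fisher's exact test, which treats genes as independent.

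Levels are log2 RPKM from counts with 0.5 added, with the offsets the paper adds to express levels as mRNA counts per hepatocyte, which rest on earlier data calibrated by smFISH, -1.34 for NA, -0.15 for NT, 1.2 for CA and 0.7 for CT. The deposited values are counts, so log2 ratios were computed here and not by the authors. The kinetic models M1 to M4 were refitted to the counts as the paper's methods describe them, with 2, 6, 5 and 8 parameters, export times from 5 min to 12 h, half-lives from 10 min to 24 h and a BIC weight above 0.6. The methods print the BIC with the log-likelihood unmultiplied, and this form was run as an alternative to the usual one. The export time and the half-life are the log of 2 divided by the rate.

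Depth per library is given beside the first use of the libraries. In the knockout livers the median was 48.88 M counts in NA, 41.685 M in NT, 20.32 M in CA, 19.3 M in CT and 34.935 M in UT. Genes of few counts set the extremes of spans and ratios. The tests were tested on simulated data with known changes. Of 50 genes changed by each of the log2 fold changes 0.5, 1, 2 and 3, the nucleus/cytoplasm test found 6, 39, 49 and 50. Of 50 genes per log2 range of the same sizes, the rhythm test found 0, 2, 29 and 43 in NTI, 0, 16, 41 and 46 in NAE and 1, 1, 44 and 47 in CAE, so rhythms of a range of 1 are mostly missed with 2 mice per time. The genotype test in CAE found 16, 42, 50 and 49, the rhythm-by-genotype test in CAE 0, 2, 23 and 48, and the ratio-by-genotype test 11, 34, 50 and 50.

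Libraries with the same time and replicate number were taken to come from the same liver, since the paper used 12 WT mice for the 5 populations. Deviations from the time means of same-numbered WT libraries correlated at every time, with r from 0.205 to 0.606 between NAE and CAE, from 0.12 to 0.486 between NTI and NAE, from 0.406 to 0.736 between CAE and CTE and from 0.111 to 0.662 between CAE and UTE. In the knockout r was -0.27 between NAE and CAE and -0.348 between CAE and UTE at ZT0, and 0.087 between CAE and UTE at ZT20, so that the numbers do not pair all knockout libraries, and it was over 0.1 for the other pairs of these populations. The replicate number or mouse was not part of the fits, as in the paper's methods, and was added as a block in an alternative.

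The genes named in the text are those the paper names, the core clock and PARbZip genes, and those that a rule set before the data were examined gives, of which some are not reported here. For nucleus and cytoplasm the rule takes the 10 highest and 10 lowest log2 fold changes with an adjusted p under 0.01, at least 10 CPM and the same direction in all 12 mice. For rhythms it takes the 10 largest ranges per population with an adjusted p under 0.01, at least 5 CPM and replicate peak times within 4 h. For the kinetic models it takes the 5 largest ranges in M3 and in M4, for genotypes the 10 highest and lowest log2 fold changes with an adjusted p under 0.05, at least 5 CPM and 1 direction at all 6 times, for interactions the 5 smallest p and for the ratio NTI/NAI the 5 highest and lowest with at least 5 CPM. The 28 gene lists of pathways, complexes and cell types were also set then, and members with the largest and smallest effect serve as examples. Genes named beside the kinetic models with at least 5 CPM, and the genes shown for the ZT0 replicate 2 liver, were chosen after their values were seen.

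Alternatives were RLE factors, library size without TMM, no filter on counts, DESeq2 1.42.0, a stricter adjusted p, the block, each mouse and each replicate number left out, other dispersions, BIC forms and weights and a fixed profile for the kinetic models, and other filters, lengths and transformations for shares, components and correlations. Figures were drawn with matplotlib 3.10.9. Mitochondrially encoded genes and Npas2 were not analysed here.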

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

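The 3 patterns weighed in this part and the explanations for them were chosen after the counts of genes had been seen, while each test of an explanation was written down before its own value was computed. The knockout livers are data the paper does not report on. Cry1 and Cry2, the targeted genes, were checked first. Cry2 had 26.6 ± 8.26 normalized CPM in CTE of WT livers and 9.49 ± 1.32 in the livers labelled knockout (SD, n = 12 each), and all 12 of these lay below every WT library. In CAE Cry2 had 17.5 ± 4.8 and 10.5 ± 1.4, with 3 of 12 below every WT library. Cry1 had 21.1 ± 15.4 and 5.29 ± 0.769 in CTE, with 7 of 12 below every WT library, and 12.6 ± 8.87 and 5.13 ± 0.691 in CAE, with 0 of 12. In the nucleus both were higher in the knockout, Cry1 with 31.4 ± 20.8 against 71.2 ± 11.2 in NAE and 253 ± 175 against 739 in NTI, and Cry2 with 137 ± 43.5 against 195 ± 15.1 in NAE. The difference between genotypes in log2(NAE/CAE) was 2.79 for Cry1 (standard error 0.43, adjusted p = 6.35e-05 from edgeR's quasi-likelihood test) and 1.57 for Cry2 (standard error 0.20, adjusted p = 2.49e-06 from the same test). Which part of each gene is deleted is not given in the sources used here. The paper's methods describe WT mice only. A difference in strain background, age or batch, if any, cannot be told apart from the knockout in the comparisons below.

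By edgeR's adjusted p rhythms were few in the knockout: 3 genes in NTI, 2 in NAE and 0 in CAE, against 63, 271 and 329 in WT. At an unadjusted p under 0.05 there were 1261, 1427 and 733 genes, against 1315, 1948 and 2249 in WT, and DESeq2 called 357, 294 and 69, against 458, 941 and 963. By the unadjusted and DESeq2 counts the genotypes lay close in NTI, but not by edgeR's adjusted p, with TMM factors from mRNA or from pre-mRNA. In NTI edgeR gave 57 without ZT16 replicate 2, 1 without ZT4 replicate 1 or ZT20 replicate 1 and 0 without any other single mouse. In NAE it gave 9 and 5 without ZT4 replicates 1 and 2, 4 without ZT16 replicate 2, 0 without ZT8 replicate 2 or ZT20 replicate 2, 2 without ZT12 replicate 2 or ZT20 replicate 1 and 1 without any other single mouse, and in CAE 2 without ZT12 replicate 2 and 0 without any other. The rhythm itself differed between genotypes for 40 genes in NTI, 83 in NAE and 79 in CAE, led by Nr1d1 in NTI (log2 range 0.47 in the knockout, adjusted p = 8.45e-05) and by Ciart in NAE (0.36 in the knockout, adjusted p = 7.37e-06) and in CAE (0.09 in the knockout, adjusted p = 0.000139; edgeR's quasi-likelihood test). Larger scatter between knockout mice was tested on 300 CAE genes taken from the WT mice of 1 replicate number and measured in the other WT mice and in the knockout. Their log2 range along the WT peak time was 0.93 in the WT mice left out and 0.25 in the knockout. The ratio was 0.266 (bootstrap interval over genes 0.207 to 0.33, which does not cover differences between mice). This argues against larger scatter as the whole cause in CAE. It is what a loss of rhythm predicts there, but a rhythm that peaks at another time would also give a low value. NTI and NAE were not tested in this way. The test as first written, in CTE, gave 0.12 (0.0931 to 0.148) over the 329 genes rhythmic in WT CAE. Its genes were chosen in the same WT livers, which biases it low, so nothing rests on it, and the design was revised before either was computed.

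Some gene lists held rhythmic genes in the knockout when adjusted over the list alone. Of sterol synthesis genes 22 of 25 were rhythmic in NTI (1 over all genes), 19 of 26 in NAE (2 over all genes) and 11 of 26 in CAE (0 over all genes), and in WT 16, 9 and 8. Of 20 fatty acid synthesis genes 7 were rhythmic in NTI and 10 in NAE of the knockout, of 9 fructose and glyoxylate genes 5 in NAE and of 17 heat shock genes 7 in CAE. Whether these counts differ between genotypes was not tested. Lss, lanosterol synthase, had a log2 range of 2.21 in knockout NAE with a peak at ZT20.8 (adjusted p = 0.00886 from edgeR's quasi-likelihood test).

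In NAE 952 genes were higher and 1079 lower in the knockout, and in CAE 1945 were higher and 2131 lower. More genes thus differed in the cytoplasm. A smaller scatter between cytoplasmic libraries was argued against as the whole cause. The median absolute deviation of the log2 fold changes was 0.276 in CAE and 0.163 in NAE, a ratio of 1.69 (bootstrap interval over genes 1.64 to 1.74). This spread holds true differences and noise together and does not measure scatter between libraries, so a smaller scatter as part of the cause stayed open. Nuclear RNA in the cytoplasmic fraction stayed open: over 11293 genes the CAE genotype fold change and the nucleus/cytoplasm fold change had an R2 of 0.165, between the bounds set for and against it. A share of other cell types stayed open too, with 2 marker lists below 0 with their intervals, Kupffer cells (-0.37, -0.45 to -0.21) and cholangiocytes (-1.22, -1.31 to -1.14, an interval over only 2 genes, both below 0, which decides nothing), while endothelial cells (0.08), stellate cells (-0.34) and lymphocytes (-0.42) had intervals that held 0. A biological difference between the genotypes stays among the open explanations, as does a difference in strain background, age or batch between WT and knockout mice.

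The NAE/CAE ratio differed between genotypes for 901 genes, and for 1619 with the mouse as a block. Beside Cry2 and Cry1 these were led by Ywhae (-0.76), Snrnp48 (0.80), Mup-ps17 (5.81), a pseudogene whose reads may be shared, and Ccdc152 (-2.93).

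Genes in M3 at step 2 are assigned to a model with a rhythm in the cytoplasm and constant mRNA in the nucleus. A nuclear rhythm below detection was tested on M3 genes taken from the mice of 1 replicate number, 201 and 190 genes, and measured in the other mice. Their coherent log2 range was 0.36 in NAE and 0.70 in CAE, a ratio of 0.525 (bootstrap interval over genes 0.424 to 0.625), where removal at a constant rate would need at least as large a nuclear rhythm. The interval does not cover differences between mice, since each set was measured in 1 mouse per time. Within this limit the ratio argues against a nuclear rhythm below detection as the whole cause and lies on the side that rhythmic removal predicts, as a hypothesis. The nuclear range of 0.36 is not the constant nuclear mRNA that M3 assumes. A nuclear part in the rhythms of these genes therefore stays open. The test as first written, with total RNA, gave a ratio of 0.161 (0.118 to 0.209) over 275 genes, with ranges of 0.15 in NTE and 0.93 in CTE. Its genes were chosen in the same livers, so nothing rests on it, and the design was revised before either was computed.

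Other assignments of the same libraries were drawn for each count, 100 each, and chance was excluded for these: genes higher in the nucleus (1897, highest other 1039) and in the cytoplasm (1575, 1039), rhythmic genes in NTI (63, 19), NAE (271, 3) and CAE (329, 5), genes higher (952, 1) and lower (1079, 1) in the knockout in NAE and higher (1945, 1036) and lower (2131, 1036) in CAE, and genes with another ratio (901, 2). For these 1 assignment, the real one, gave as many genes. Fewer than 5 of 100 assignments, the bound set beforehand, gave as many knockout rhythms in NTI (3 of 100; 3 genes, highest other 192) and NAE (2 of 100; 2 and 3). The same held for genes whose rhythm differs between genotypes in NTI (3 of 100; 40 and 4248) and NAE (2 of 100; 83 and 640). Since other assignments gave more genes than the real one, chance is not called excluded for these counts. The bound was not met for genes whose rhythm differs in CAE (5 of 100; 79 and 2041), nor for knockout rhythms in CAE (100 of 100; 0 and 3). Exchanges that call many times the real number of genes point to a structure of the samples, whose nature was not tested. For the kinetic models 24 orders of the mice over the times were drawn in a random subset of the genes. Only the real order gave as many genes for M2 at step 1 (413, highest other 143) and for M2 (427, 160), M3 (71, 37) and M4 (15, 6) at step 2. This was not so for M3 (2 of 24; 46 and 54) and M4 (3 of 24; 12 and 12) at step 1. With 24 orders, the real one included, no share below 1 of 24 could be reached. The orders thus argue against chance for the first 4 totals but do not exclude it, and single assignments may still be due to chance.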

How the results depend on the processing

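In this part the fits without WT ZT0 replicate 2 for the knockout comparisons, step 2 and the clock genes, and the block with crossed knockout ZT0 numbers, were chosen after seeing the data. The log2(NAE/CAE) of Nr1d1 in RPKM changed sign without replicate 2 (0.63) and without WT ZT0 replicate 2 (0.11), as did the medians of 3 gene lists with library size, given under other observations. On the TMM scale Cry1 (-0.02 without replicate 2) and Rora (-0.03 with DESeq2 and with RLE, -0.02 without replicate 1) lay on the other side of 0, and no called value changed its direction in the comparisons counted next. Of the alternatives for counts and summary values, 201 kept their side of the threshold or stayed within 1.5 times or 1 SD, 88 fell, 21 rose and 13 moved, and for single genes 1642 stayed, 135 lost and 16 gained a call and 146 moved. Of 123 rhythm tests of named genes 48 lost their call without replicate 1 and 48 without replicate 2. Fitted times moved for 45 without replicate 1, 41 without replicate 2 and 31 with the exponent beta fixed at 1.

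Tool and threshold set the number of rhythmic genes. With DESeq2 there were 458 in NTI, 941 in NAE and 963 in CAE, and 357, 294 and 69 in the knockout, and 129, 255 and 258 genes whose rhythm differs between genotypes. At an adjusted p under 0.01 there were 3, 71 and 63 in WT, and 0 in NTI and 1 in NAE of the knockout. TMM factors from pre-mRNA gave 140 in NTI of WT and 1 in the knockout. The cause was not tested. With the replicate number as a block there were 24 rhythmic genes in NTI, 216 in CAE and 1 in NAE of the knockout, and 26 genes whose rhythm differs in NTI. With the mouse as a block, which pairs its nuclear and cytoplasmic libraries, there were 1619 genes with another NAE/CAE ratio. Among single genes the block ended 7 rhythm calls and added 5 calls between nucleus and cytoplasm. Apart from these and the gene lists given under other observations it changed no call and moved no count by over 1.5 times. With the cytoplasmic replicate numbers of the knockout ZT0 livers crossed the block gave 1709 genes. No gene list between nucleus and cytoplasm kept its camera call with an estimated correlation (0 of 11).

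Step 2 held 599 genes in M2, 48 in M3 and 5 in M4 with the BIC as printed, and 131 in M3 and 23 in M4 with a weight above 0.8. Step 1 held 633, 38 and 9 with the BIC as printed, 56 in M3 with a weight above 0.8, and 92 in M3 and 68 in M4 with beta fixed at 1, where the median export time of M2 was 52.1 min. These settings ask for more evidence or take out a parameter, and no further cause was tested. PC1 held 61.3% with log2(CPM + 0.1), 72.1% with at least 10 counts in every library and 52.7% at unit variance. R2 of transcript length and log2(NAE/CAE) was 0.282 with at least 5 CPM, 0.232 for protein coding genes and 0.218 with the longest isoform, and that of gene length and log2(NTI/NAI) 0.467, 0.359 as a squared Spearman correlation and 0.254 with the longest isoform, with no cause tested.

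Leaving out mice or replicate numbers gave 1842 to 1920 genes higher in the nucleus and 1546 to 1652 in the cytoplasm. Rhythmic genes ranged from 0 to 91 in NTI, 0 to 359 in NAE and 0 to 520 in CAE, where 0 is with 1 mouse per time, 91 is without ZT20 replicate 2, and 359 and 520 are without ZT4 replicate 1. In the knockout they ranged from 0 to 57 in NTI, 0 to 9 in NAE and 0 to 2 in CAE. The highest are without ZT16 replicate 2 in NTI (57), ZT4 replicate 1 in NAE (9) and ZT12 replicate 2 in CAE (2), and the others are given by mouse beside the knockout counts. Genes whose rhythm differs ranged from 0 to 1 in NTI, 1 to 4 in NAE and 1 to 81 in CAE, genes higher in the knockout from 40 to 100 in NAE and 151 to 1795 in CAE, lower from 42 to 139 and 140 to 1949, and genes with another ratio from 1 to 713, with the low ends at 1 mouse per time and genotype and 81, 1795, 1949 and 713 without WT ZT0 replicate 2. At step 2 M2 ranged from 1120 to 1689, M3 from 190 to 245, M4 from 28 to 58 and the median half-life from 1.37 h to 1.73 h. At step 1 M2 ranged from 1308 to 1313, M3 from 90 to 99, M4 from 38 to 59 and the median export time from 41.8 min to 51.5 min. Pre-mRNA shares ranged from 74.9% to 76% in NT, 42.2% to 43.3% in NA, 3.91% to 4.53% in CT, 1.28% to 1.42% in CA and 24.6% to 25.8% in UT, PC1 from 66.6% to 68.7%, the R2 values from 0.184 to 0.203 and 0.286 to 0.31, the clock gene median from -1.21 to -1.03 and the difference of Per1 and Arntl from 2.50 to 2.80. With 2 mice per time, rhythms with a log2 range of 1 are mostly missed, and CT has the fewest counts.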

Differences from the paper's values

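The alternatives named in this part were set before the data were examined, except the one without the ZT0 replicate 2 mouse, which was chosen after seeing the values, and no cause of a difference was tested. Counts, shares, R2 values and times are said to differ where they depart from the paper's value by more than 1.5 times. For depth, the paper states 70 M reads for NT and 25 M for CT, and the deposited counts per library had medians of 39.9 and 13.1 M, with no alternative. The share of counts on pre-mRNA in CT was 4.22%, and about 2.7% in Fig 1D, read by eye. Without replicate 1 it was 3.91% and no longer differed, while it did from the summed counts (4.24%), the transcript table (4.18%) and without replicate 2 (4.53%). The paper gives 1.5% as the upper limit for PC4 and PC5, and PC4 held 2.63%, with no alternative.

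The paper gives a span of 8.8 log2 RPKM for NAE and 12.5 for CAE, and the spans over all genes were 20.68 and 25.01. The paper gives a factor of almost 2500 between the highest and lowest NAE/CAE ratio, and here it was 641016. The paper does not state its range of genes, and the extremes here are set by genes with few or 0 counts. No alternative was set beforehand, and without the outer 0.5% of genes at each end, a range chosen after the data were seen that leaves out 3, 3 and 2 of the genes the paper names, Malat1 and Mlxipl among those of the ratio, the spans were 11.85 for NAE and 15.79 for CAE, within 1.5 times of the paper's, and 10.45 for log2(NAE/CAE). For the median log2(NAE/CAE) the paper's value is -2.3, against -1.99, -2 without replicate 1 and -2.01 without replicate 2, all higher than the paper's. For Gcgr the paper's value is -0.1, against 0.57, and 0.54 and 0.59 without replicates 1 and 2. For Actb it is -3.64, against -4.39, and -4.50 and -4.28 without replicates 1 and 2. The values of Gcgr and Actb over all mice lay more than 1 SD over mice from the paper's.

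Among the R2 values, that of log2(NAE/CAE) and transcript length is 0.31 in the paper and was 0.195 here. It no longer differed with at least 5 CPM in both populations (0.282), protein coding genes only (0.232) or the longest isoform (0.218), and differed as a squared Spearman correlation (0.194) and without replicate 1 (0.203) or 2 (0.184). Among the others only that of gene length and log2(NTI/NAI), given last, had alternatives set beforehand. With the 3'UTR length the paper's value is 0.16, against 0.0598, and with the 5'UTR length about 0.013 in Fig 2E, read by eye, against 0.00543. With gene length it is about 0.066 in Fig 2H, read by eye, against 0.0335, and with NAE about 0.0054 in Fig 2B, read by eye, against 0.000116. For log2(NTI/NAE) the paper's value is 0.28 with NAE, against 0.14, and 0.015 with NTI, against 0.0837. That of gene length and NTI is about 0.042 in Fig 3D, read by eye, against 0.0258 over all genes and 0.0165 over protein coding transcripts, the group the paper names for its comparison of NTI and NAI. That of gene length and log2(NTI/NAI) is about 0.4 in Fig 3D, read by eye, and 0.303 over all genes did not differ, nor did it with at least 5 CPM in both (0.467), protein coding genes only (0.314), as a squared Spearman correlation (0.359) or without replicate 1 (0.286) or 2 (0.31), while 0.218 over protein coding transcripts and 0.254 with the longest isoform did.

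For M4 at step 2 the paper counts 79 genes, against 45. With the exponent fixed at 1 (61) and without replicate 1 (58) the count no longer differed, and it did with a BIC weight above 0.8 (23), the BIC as printed (5), the edgeR dispersion (36), without replicate 2 (28) and with any count (45). For the median half-life of M3 the paper's value is 3.88 h, against 2.43 h. The BIC as printed gave 3.32 h and no longer differed. A weight above 0.8 (2.46 h), the edgeR dispersion (2.32 h), the exponent fixed at 1 (1.87 h), leaving out replicate 1 (1.96 h) or 2 (2.01 h) and any count (2.35 h) differed. For M4 the paper's value is 2.36 h, against 1.31 h, and all alternatives set beforehand differed, from 0.675 h to 1.36 h. Without the ZT0 replicate 2 mouse it was 1.59 h and no longer differed, but this alternative was chosen after seeing the values and drops 1 of the paper's own called genes, Nr1d1. For M4 at step 1 Fig 5A shows about 91 genes, read by eye, against 42. The exponent fixed at 1 (68) no longer differed, while a weight above 0.8 (31), the BIC as printed (9), the edgeR dispersion (40), leaving out replicate 1 (59) or 2 (38) and any count (45) did. For the export time of Fgfr2 Fig 5D shows about 3.4 h, read by eye, against 0.52 h, and all alternatives differed, from 0.432 h to 0.528 h.

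Some genes were assigned otherwise than the paper states. For the ratio, the paper's text names NAE as the level it follows and CAE as the one it does not, whereas R2 was 0.463 with CAE, which matches the value printed in Fig 2B. Of the proteasome genes the paper places in M3 at step 2, Psmf1 and Adrm1 were in M1, and 1 of 48 proteasome subunits was in M3. Of its splicing and processing genes Thoc7 and Hnrnpa3 were in M1 and Srsf3 passed no BIC weight. Srsf3 was in M3 with the edgeR dispersion, with the exponent fixed at 1 and without replicate 2, and Thoc7 without replicate 2. Srsf3 was also in M3 without the ZT0 replicate 2 mouse, an alternative chosen after seeing the values that drops 1 of the paper's own called genes, Nr1d1, from M4 to M2. The paper places Ddo in M4 at step 2, and it passed no weight here, but was in M4 with the edgeR dispersion and with the exponent fixed at 1. At step 1 the paper places Lypla2 and Srrm2 in M3, and they passed no weight, while Lypla2 was in M3 with the edgeR dispersion. It places Pck1, Lpin1 and Sqle in M4, and they were in M2 in the main setting and in the 5 alternatives computed for single genes. It gives nuclear half-lives for Khk, Srd5a1 and Scap, which were in M1, and for Thrsp, Grhpr and Cyp7a1, which passed no weight. Khk was in M2 without replicate 2, Thrsp with the edgeR dispersion, the exponent fixed at 1 and without replicate 2, Grhpr with the exponent fixed at 1 and without replicate 1, and Cyp7a1 with the exponent fixed at 1 and without replicate 2. The paper states that clock genes are more nuclear than other rhythmic genes, and their median log2(NAE/CAE) lay higher, with p = 0.11 from 10000 random lists.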

Other observations

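In this part the fits without WT ZT0 replicate 2 were chosen after its values had been seen, and the hypothesis on the nuclear share was chosen after the counts of kinetic models had been seen, with its test written down before its value was computed. Of 18 measured genes of fatty acid oxidation and the fasting response, 12 were higher and 0 lower in CAE of the knockout (13 and 0 when adjusted over the list alone), with the fatty acid hydroxylase gene Cyp4a14 at a log2 fold change of 5.63 (standard error 0.65, adjusted p = 2.44e-06 from edgeR's quasi-likelihood test), and 4 of 19 in NAE. By camera this list had an adjusted p = 6.84e-07 in CAE at the preset correlation, and no list in CAE passed with an estimated correlation (lowest adjusted p = 0.333). Of 19 genes of gluconeogenesis 11 were higher (11 higher and 1 lower adjusted over the list alone), with G6pc at 1.53, and of 14 periportal markers 8 were higher and 1 lower. Of 15 core clock genes 10 were higher in NAE (11 adjusted over the list alone; camera, adjusted p = 4.54e-09 at the preset correlation and adjusted p = 0.00267 with an estimated correlation) and 8 in CAE with 2 lower, Ciart at 3.50 and Cry1 at -1.38. All 3 PARbZip genes rose in CAE, Dbp by 2.25. Lepr, the leptin receptor gene, rose by 3.08 in NAE and 3.38 in CAE. Among the lowest were Mup19 (-7.74 in NAE), Mup17 and Moxd1 (-6.33), with reads of the Mup family shared between copies.

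Cytosolic ribosomal protein genes were lower in CAE of the knockout, 74 of 79 (76 adjusted over the list alone), with a median log2 fold change of -0.84, and 42 of 79 in NAE (50) with a median of -0.32. With library size in place of TMM the CAE median was -0.48, and the median of all genes was 0.36 against 0.01 with TMM, so that relative to all genes the list was at -0.83 and with TMM at -0.86. By camera the CAE list had an adjusted p = 9.87e-28 at the preset correlation and an adjusted p = 0.333 with an estimated correlation. Lower genes were also found among mitochondrial ribosomal proteins (45 of 76 lower, median -0.37), the respiratory chain (45 of 75 lower and 4 higher, 46 and 6 adjusted over the list alone), the proteasome (25 of 48 lower and 4 higher, 28 and 4) and nuclear long non-coding RNAs (8 of 15 lower, 9 adjusted over the list alone), and of 76 splicing factors 25 were higher and 1 lower (24 and 0). In WT livers the ribosomal, respiratory chain and proteasome lists lay on the cytoplasmic side and splicing factors on the nuclear side. Nuclear long non-coding RNAs and fatty acid oxidation genes went the other way. Pre-mRNA held 1.61% ± 0.149 of CA counts in the knockout and 1.35% ± 0.224 in WT. A difference in fractionation, left open above (R2 of 0.165), was not told apart from a change by genotype in these lists. In CAE 4 of 12 Kupffer cell markers were lower (Cd5l -0.69; camera, adjusted p = 0.0952), 6 of 12 stellate cell markers (Col3a1 -1.35; adjusted p = 0.0218 and adjusted p = 0.334 with an estimated correlation) and 2 of 2 cholangiocyte markers (Spp1 -1.31 and Sox9 -1.14; adjusted p = 0.0134 and adjusted p = 0.333 with an estimated correlation), and of cholangiocyte markers 2 of 3 in NAE (3 adjusted over the list alone; camera, adjusted p = 0.00134 and adjusted p = 0.0383 with an estimated correlation). Between the compartments 516 genes were higher and 624 lower in the knockout in both, and 23 and 19 went opposite ways. These comparisons use different libraries of the same mice, and the overlap expected without agreement was not computed.

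The remaining gene lists stood as follows between nucleus and cytoplasm in WT livers. Given are genes higher in the nucleus and higher in the cytoplasm of those measured, on the TMM scale and so relative to a typical gene. Counts adjusted over the list alone were the same unless given. Sinusoidal endothelial markers had 14 and 0 of 16 (camera, adjusted p = 0.00406 and adjusted p = 0.534 with an estimated correlation) and pericentral hepatocyte markers 2 and 9 of 12 (adjusted p = 0.0199 and adjusted p = 0.233 with an estimated correlation). Core clock genes had 6 and 0 of 15 (4 and 0 over the list alone), immediate early genes 5 and 0 of 15 (4 and 0), lymphocyte markers 7 and 0 of 9, PARbZip genes 1 and 0 of 3, cholangiocyte markers 1 and 0 of 3, Kupffer cell markers 4 and 4 of 12, stellate cell markers 5 and 3 of 12, gluconeogenesis 5 and 5 of 19, fatty acid synthesis 6 and 8 of 20 with Mlxipl at 5.28 and Thrsp at -3.37, bile acid genes 5 and 6 of 12, fatty acid oxidation 2 and 11 of 18, heat shock genes 1 and 12 of 17, fructose and glyoxylate genes 1 and 7 of 9, erythroid markers 0 and 5 of 5 and periportal markers 0 and 8 of 14. Beyond endothelial and pericentral markers none of these lists passed by camera without the block (lowest adjusted p = 0.0694), while with the mouse as a block 5 of them did. These were heat shock genes (adjusted p = 0.00523, adjusted p = 0.352 with an estimated correlation), core clock genes (adjusted p = 0.0193, adjusted p = 0.287 with an estimated correlation), fructose and glyoxylate genes (adjusted p = 0.038, adjusted p = 0.102 with an estimated correlation), fatty acid oxidation (adjusted p = 0.038, adjusted p = 0.485 with an estimated correlation) and erythroid markers (adjusted p = 0.0443, adjusted p = 0.352 with an estimated correlation). Splicing factors were the list whose call held with an estimated correlation in the fit with the block (adjusted p = 0.0352). With library size in place of TMM the medians of Kupffer markers, fatty acid synthesis and bile acid genes changed sign, and relative to all genes none did. In the knockout CAE immediate early genes had 0 higher and 0 lower of 15, sinusoidal endothelial markers 2 and 2 of 16, lymphocyte markers 0 and 1 of 6, erythroid markers 0 and 2 of 5, heat shock genes 0 and 3 of 17, sterol synthesis 10 and 0 of 26, secreted plasma proteins 8 and 11 of 50, mRNA export 12 and 6 of 52, histone and DNA enzymes 22 and 3 of 67, bile acid genes 4 and 1 of 12, fatty acid synthesis 4 and 1 of 20, fructose and glyoxylate genes 2 and 1 of 9 and pericentral markers 3 and 5 of 12. Mitochondrially encoded genes were not analysed here.

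A hypothesis of this re-analysis was that the fitted export time and half-life set the share of mRNA in the nucleus. Over 1006 genes in M2 at both steps the Spearman correlation of log2(NAE/CAE) and log2(export time/half-life) was 0.000422 (bootstrap interval over genes -0.0633 to 0.0638). This argues against the hypothesis for the times as fitted. It cannot decide for the true times, since many genes lay at a bound and single fitted times moved with the mice used. The correlation was -0.152 with the export time alone, -0.142 with the half-life alone and -0.0926 over the 520 genes not at a bound. These are correlations across genes, which are not independent replicates.

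The library KO UT ZT20 replicate 1 had 14.4% of its counts on pre-mRNA, where the knockout UT mean was 29.8% ± 5.25 (SD, n = 12). In the other knockout populations the shares were 79.4% ± 1.58 in NT, 45.4% ± 2.02 in NA, 4.61% ± 0.759 in CT and 1.61% ± 0.149 in CA.

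Without the WT ZT0 replicate 2 mouse, whose cytoplasmic libraries stood apart, 1795 genes were higher and 1949 lower in knockout CAE, the rhythm in CAE differed for 81 genes and the NAE/CAE ratio for 713. Nr1d2 had a log2 CPM of 3.89 in CAE of ZT0 replicate 1 and 6.15 in replicate 2, against 5.75 and 4.49 in NAE, and Dbp -0.29 and 2.68 against 0.11 and -0.94. In knockout livers the same measure of departing genes gave 95 at ZT0 and 379 at ZT20, where the unfractionated library of replicate 1 had the low pre-mRNA share. The log2(NAE/CAE) of Nr1d1 was -0.32 ± 1.69 over 12 mice and 0.11 ± 0.86 over the other 11 (SD), so that its sign rests on this mouse.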
